# Physiological and transcriptome analysis of changes in endogenous hormone and sugar content during the formation of tender asparagus stems

**DOI:** 10.1186/s12870-024-05277-0

**Published:** 2024-06-19

**Authors:** Maolin He, Peiran Chen, Mengyao Li, Fengyun Lei, Wei Lu, Chengyao Jiang, Junting Liu, Yanwen Li, Jiachang Xiao, Yangxia Zheng

**Keywords:** Asparagus, Stem elongation, Endogenous hormones, Sugar

## Abstract

Asparagus is a nutritionally dense stem vegetable whose growth and development are correlated with its quality and yield. To investigate the dynamic changes and underlying mechanisms during the elongation and growth process of asparagus stems, we documented the growth pattern of asparagus and selected stem segments from four consecutive elongation stages using physiological and transcriptome analyses. Notably, the growth rate of asparagus accelerated at a length of 25 cm. A significant decrease in the concentration of sucrose, fructose, glucose, and additional sugars was observed in the elongation region of tender stems. Conversely, the levels of auxin and gibberellins(GAs) were elevated along with increased activity of enzymes involved in sucrose degradation. A significant positive correlation existed between auxin, GAs, and enzymes involved in sucrose degradation. The ABA content gradually increased with stem elongation. The tissue section showed that cell elongation is an inherent manifestation of stem elongation. The differential genes screened by transcriptome analysis were enriched in pathways such as starch and sucrose metabolism, phytohormone synthesis metabolism, and signal transduction. The expression levels of genes such as *ARF*, *GA20ox*, *NCED*, *PIF4*, and otherswere upregulated during stem elongation, while *DAO*, *GA2ox*, and other genes were downregulated. The gene expression level was consistent with changes in hormone content and influenced the cell length elongation. Additionally, the expression results of RT-qPCR were consistent with RNA-seq. The observed variations in gene expression levels, endogenous hormones and sugar changes during the elongation and growth of asparagus tender stems offer valuable insights for future investigations into the molecular mechanisms of asparagus stem growth and development and provide a theoretical foundation for cultivation and production practices.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-024-05277-0.

## Introduction

Asparagus (*Asparagus officinalis* L.) is a perennial herbaceous plant of the Liliaceae family and *Asparagus* genus, originating from the Mediterranean coast and Asia Minor. Its young stems are the edible parts. Asparagus is considered a nutritious food due to its low-caloric content, high fiber content, and presence of various phytochemicals such as fructose, flavonoids, vitamins, saponins, or cinnamic acid [1]. These constituents are reported to have various biological activities like stress relief [2], anti-cancer [3], and so on.

Elongation and growth of plant stem depend on cell growth and cell cycle regulation. At the cellular level, it mainly manifests as an increase in length and number of cells [4]. Endogenous hormones are important in plant stem growth and development [5]. The effects of auxin and gibberellins (GAs) on the elongation of plant stems have been elucidated in plants such as Arabidopsis [6], bamboo [7], and peanut [8]. Li et al. [9]. showed a negative correlation between ABA content and rapidly high growth of bamboo shoots. Hong et al. [10]. found that ABA treatment significantly shortened the stem length of rice. Sugar is an important carbohydrate found in plants, serving multiple functions, including providing energy to the organism, regulating cellular osmotic pressure, and participating in signaling [11]. Sucrose (Suc), the main photosynthetic product of higher plants and the main form of sugar transport and storage, plays a crucial role in various stages of plant growth [12]. Sucrose synthase (SS) and invertase (INV) are mainly responsible for the sucrose degradation which operate subsequent to sucrose being unloaded from the phloem [13]. Chi et al. [14]. conducted an association analysis of the sorghum vacuolar invertase gene (*SbVIN1*), indicating a significant correlation between *SbVIN1* and stem length. A complex cross-reaction exists between hormones and sugar signaling [15]. Preliminary studies by Jia et al. [16]. and Moore et al. [17]. on Arabidopsis *hxk/gin2* showed that mutants exhibited resistance to exogenous IAA. Further studies demonstrated that the biological synthesis of IAA was induced by soluble sugars. According to the findings of Li et al. [18]. , Arabidopsis mutant ANAC060 has negative feedback on ABA signaling, leading to sugar insensitivity.

Based on asparagus transcription, Li et al. [19] identified and analyzed the NAC gene family, and Zhang et al. [20] elucidated its dynamic response mechanism to salinity stress, and so on. There is a certain understanding the physiological, biochemical, and molecular mechanisms underlying the elongation and growth of plant stems. However, there is a scarcity of research literature pertaining to the development of asparagus stems, a type of stem vegetable. This study employed the primary Sichuan asparagus variety ‘Fengdao 2’ as the experimental material. The elongation growth activity area was determined by observing the growth curve and tissue slices. Additionally, physiological indicators were measured and combined with transcriptome analysis to investigate further the internal mechanisms involving hormones and sugars in the elongation and growth of asparagus.

## Materials and methods

### Plant materials

This study used the three-year-old asparagus ‘Fengdao 2’, a high-quality produce with a large cultivation area. It is cultivated in the asparagus base (106.56° E, 31.65° N) of Enyang District, Bazhong City, Sichuan Province, with an altitude of approximately 580 m. Asparagus with a row spacing of 120 cm and a spacing of 30 cm is cultivated in rainproof greenhouses (6 × 50 m). From mid-March to mid-April 2022, 40 healthy and tender stems with a stem diameter of 13–15 mm (2 cm above the surface) were selected as the experimental material for cultivating asparagus mother stems. The height of the asparagus stems was measured using a steel ruler every morning, and this practice was stopped when the average value reached 150 cm. Select five asparagus plants with a height of 25 cm as four markers, and record the position of the markers within three days.

### Experimental treatment

Samples collection was started in early June 2022. The tender stems of ‘Fengdao 2’ with a stem diameter of 13–15 mm and plant heights of 10, 25, 40, and 60 cm were selected and designated as H-10, H-25, H-40, and H-60, respectively. For different growth and development stages of asparagus, 3–6 cm stem segments from the surface were collected from H-10, while 17–20 cm of stem segments from the surface were collected from H-25, H-40, and H-60 as the test materials. Each stage of asparagus contains 15 biological replicates. Tissue slice materials were placed in FAA fixed solution (50%) for storage and backup. Physiological indicator and transcriptome sequencing materials were stored in an ultra-low temperature refrigerator at − 80 ℃ for future use. Tissue sectioning, physiological indicators, transcriptome sequencing and RT-qPCR were repeated three times for each treatment.

### Physiological indicator measurement method

The determination of soluble sugar content was conducted using the anthrone colorimetric method. The determination of sucrose, glucose, and fructose content was improved based on the method proposed by Wu et al. [21]. The activities of sucrose synthase (decomposition direction; SS-I) and sucrose acid invertase (AI) were measured using the sucrose synthase (decomposition direction; SS-I) kit and soluble acid invertase (S-AI)/vacuolar invertase kit provided by Suzhou Grace Biotechnology Co., Ltd. The determination of auxin(IAA), GAs(GA_1_ + GA_3_ + GA_4_ + GA_7_), and ABA content was based on the HPLC-MS/MS method [22] and improved.

### Observation of asparagus tissue slices

The cell length of the central longitudinal section of the middle stem segment of asparagus was observed at different growth and development stages using the paraffin sectioning-microscopic observation method. Select 10 cells for statistical analysis in each period. The prepared sections were stained with Safranine-Solid Green and observed under a fully automatic Olympus DP70 microscope. Images were collected and edited using the CaseViewer microscopic image measurement and analysis software.

### Transcriptome sequencing and differentially expressed genes screening

Total RNA was extracted from asparagus tender stems using the Tiangen Polysaccharide Polyphenol Reagent Kit (QIAGEN, Germany) according to the manufacturer’s instructions. The RNA integrity was checked by calculating the RNA integrity number (RIN) using the Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). RNA samples were then sent to Novogene Biotech (Beijing, China) where strand-specific RNA-Seq library construction and sequencing were performed according to Illumina standard protocols. FPKM (one thousand base transcript fragments per million drawn) was employed as an indicator to measure transcript or gene expression levels. Differential expression was analyzed between sample groups using DESeq2 (version 1.20.0). Transcripts with a |log2 (FoldChange)| ≥ 1 and *p-value* ≤ 0.05 were identified as differentially expressed genes (DEGs). To obtain comprehensive gene function information on the biological functions and metabolic pathways represented by the DEGs, gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) databases were used. GO was used to determine the distribution of gene functions at the macroscopic level. This database has three ontologies, namely, molecular function (MF), cellular component (CC), and biological process (BP). KEGG is the main database for research on the pathway of related genes and is used to study complex biological functions of genes at the integral level. The transcriptional sequencing results can be downloaded in the GEO database of NCBI with login number: GSE252560.

### RT-qPCR verification

RT-qPCR assay was utilized to validate the reliability of our RNA-Seq data. A total of nine DEGs involved in the auxin, GAs, and ABA pathways were randomly selected. Specific primers were designed using Primer Premier 6 (Supplementary Material Table S1). RNA was extracted by RNA kits (Takara, Beijing, China) from stem segments under different stages, and the cDNA was synthesized using the PrimeScript RT Master Mix kit (Takara). RT-qPCR was performed using TB Green Premix Ex Taq II Kit (Takara). Each reaction was set to three biological replicates. The relative gene expression was standardized using the reference gene *UBCE* (Annotation ID: 109,832,941) and calculated using the 2^−ΔΔCT^ method. The Pearson correlation coefficient (R) between gene expression rates obtained from RNA-Seq and RT-qPCR was calculated using Origin 2022 software.

### Data statistics and analysis

The experimental data were statistically analyzed using Microsoft Excel 365 software. Significance analysis was done using SPSS 26.0 software, and drawing was done using Origin 2022 software.

## Results

### Growth curve and tissue slice analysis of asparagus

Under suitable growth conditions, asparagus plants exhibit a “slow-fast” exponential growth pattern up to a height of 150 cm (Fig. 1A, Fig. S1), with relatively slow growth from 0 to 20 cm and rapid growth from 20 to 150 cm. We monitored the dynamic changes in plant height of asparagus over three days. Notably, through continuous observation of the 25 cm asparagus marker, it was found that the stem segment from 17.03 to 19.88 cm can increase by 3.46-fold (Fig. 1B). An analysis of the tissue section of asparagus revealed a statistically significant difference in cell length between samples H-25 and H-40. The longitudinal length of cells increased 3.72-fold, measuring 501.73 μm from 134.92 μm (Fig. 1C-D).

**Fig. 1:**
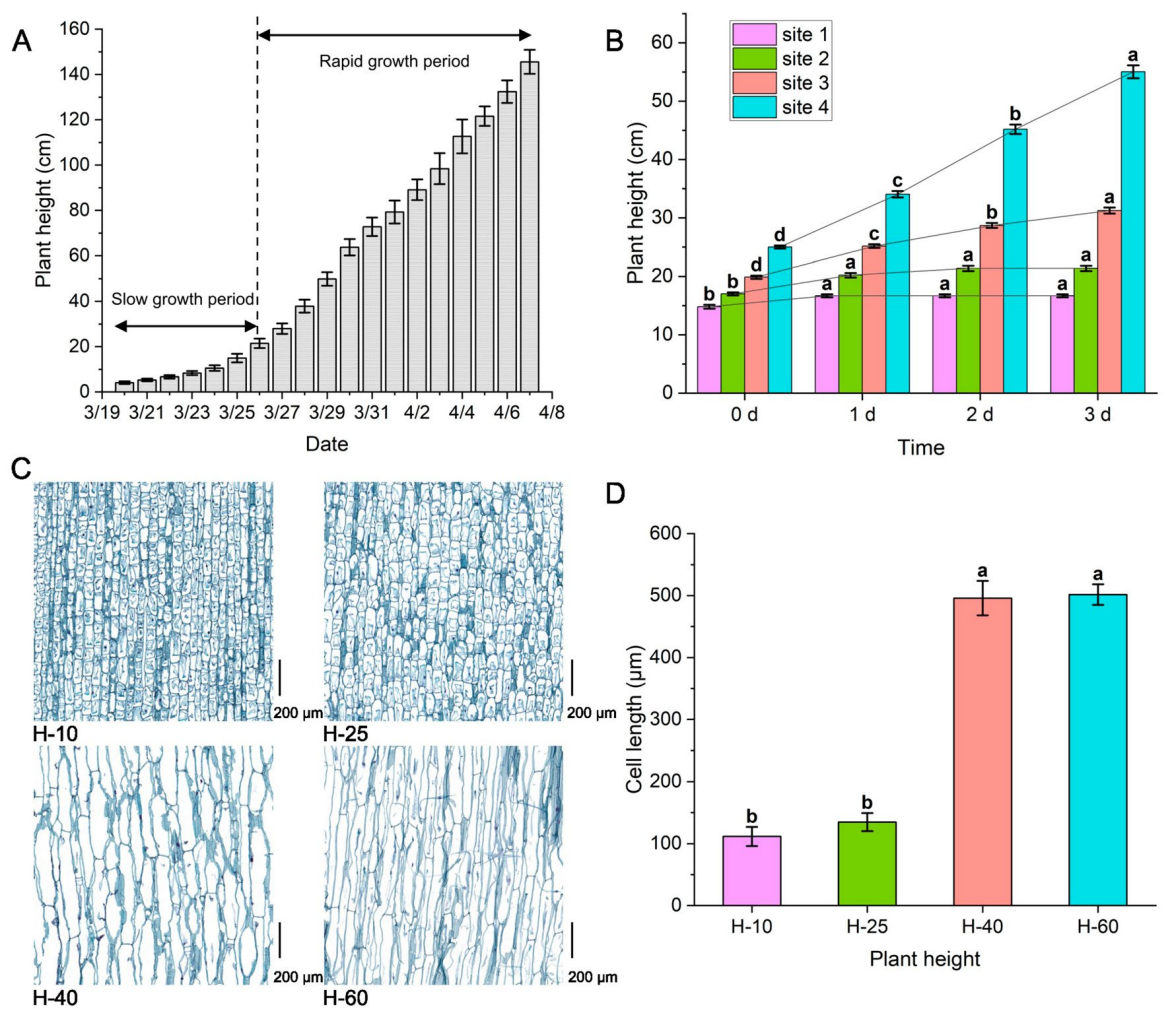
Changes in morphology and cellular structure of asparagus. **A**. Asparagus growth curve. **B**. Displacement map of time and plant height markers. **C**. Asparagus stem longitudinal slice (bottom right corner ruler 200 μm). **D**. Relationship between plant height and cell length. The error bar represents a standard error (SE). Mean values ± SE. Different lowercase letters indicate significant differences among each treatment, *P* < 0.05, the same below

### Auxin, GAs, and ABA analysis of asparagus elongation growth

As presented in Fig. 2, the auxin content exhibited a unimodal curve change across four stages of growth and development, with a maximum value of 11.82 µg/g (FW) at H-25, significantly higher than the values observed at other growth and development stages (Fig. 2. A). The content of GAs decreases steadily during the four growth and development stages, reaching 6.73 µg/g (FW) at H-25, significantly different from the values observed at other stages of growth and development. The value of H-25 was 9.60-fold that of H-40 (Fig. 2B). The ABA content showed a steady increase across four stages of growth and development, reaching 0.47 µg/g (FW) at H-25, significantly different from other stages of growth and development, which was 0.95-fold at H-40 (Fig. 2C). The relative content of plant hormones is equally important for plant growth and development. The auxin/ABA ratio showed a unimodal curve change across the four stages of growth and development, with a maximum value of 25.54 at H-25, which was 4.29-fold greater than its value at H-40. Ratios of GAs/ABA and (GAs + Auxin)/ABA showed a steady decrease during the four stages of growth and development (Fig. 2D).

**Fig. 2:**
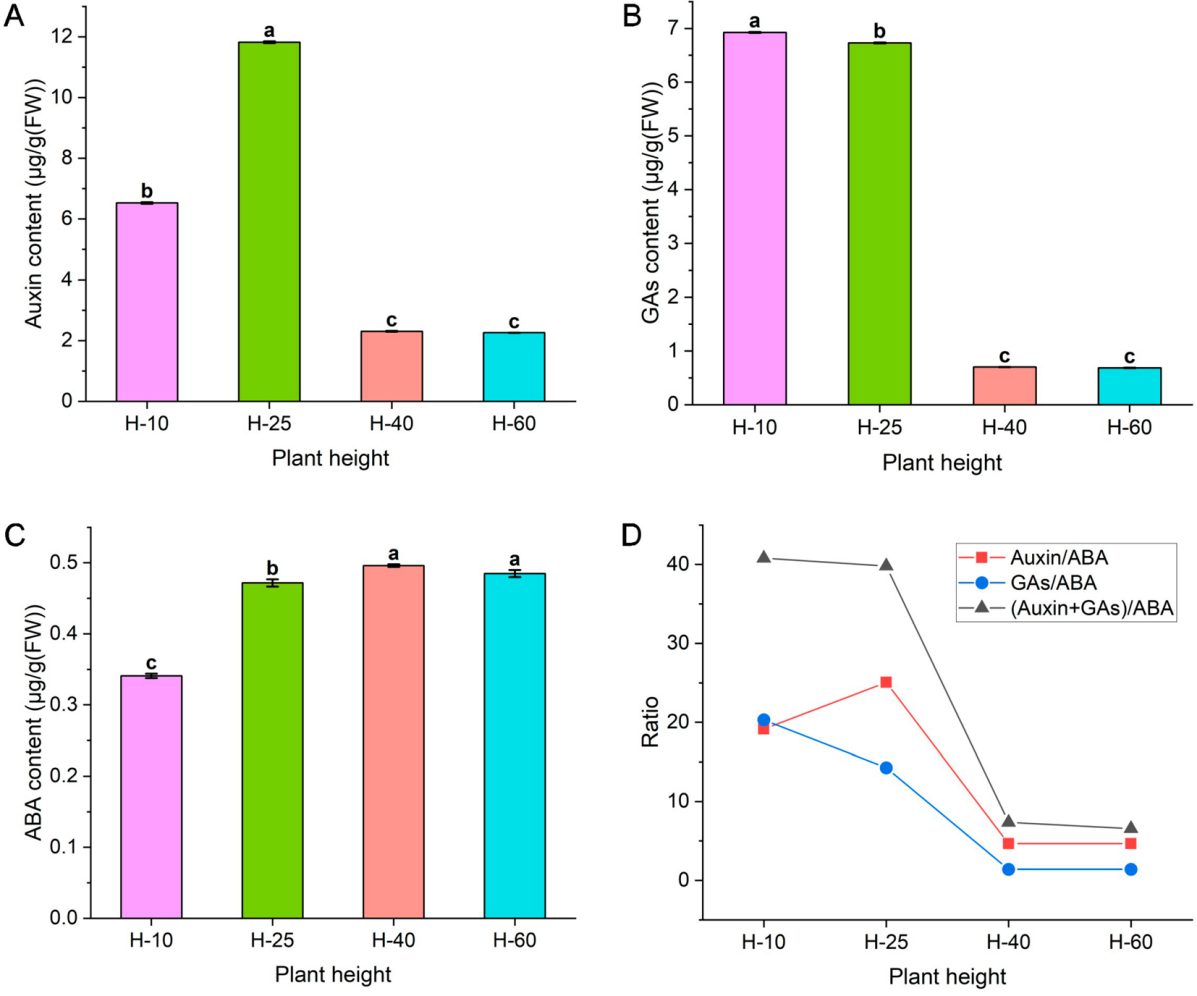
The different Auxin (**A**), GAs (**B**), ABA (**C**) content, and endogenous hormone ratio (**D**) in different stages of growth and development in asparagus stems

### Sugar analysis of asparagus elongation and growth

As illustrated in Fig. 3, the total soluble sugar content showed a single valley curve change across all four stages of growth and development, with a minimum value of 29.26 mg/g (FW) at H-25, significantly lower than the values recorded at other stages of growth and development (Fig. 3A). The sucrose, glucose, and fructose content showed a wave shape with an upward opening at the beginning of the four stages of growth and development. The lowest sucrose content was 1.42 mg/g (FW) at H-25, which was 0.44-fold lower than the sucrose content at H-40 and significantly lower than other growth and development stages (Fig. 3B). The glucose and fructose content at H-25 were only significantly lower than those of H-10 and did not significantly differ from those observed during other growth and development stages (Fig. 3C-D). The activity of SS-I (Fig. 3E) and S-AI (Fig. 3F) showed a single peak curve change during all four growth and development stages, with the highest values at H-25. The activity of SS-I was 115.48 µg/min/g (FW) at H-25, significantly higher than that of H-40 and H-60, and was 2.31-fold that of H-40. S-AI activity was 380.88 µg/min/g (FW) at H-25, 2.11-fold than that of H-40, significantly higher than other growth and development stages.

**Fig. 3:**
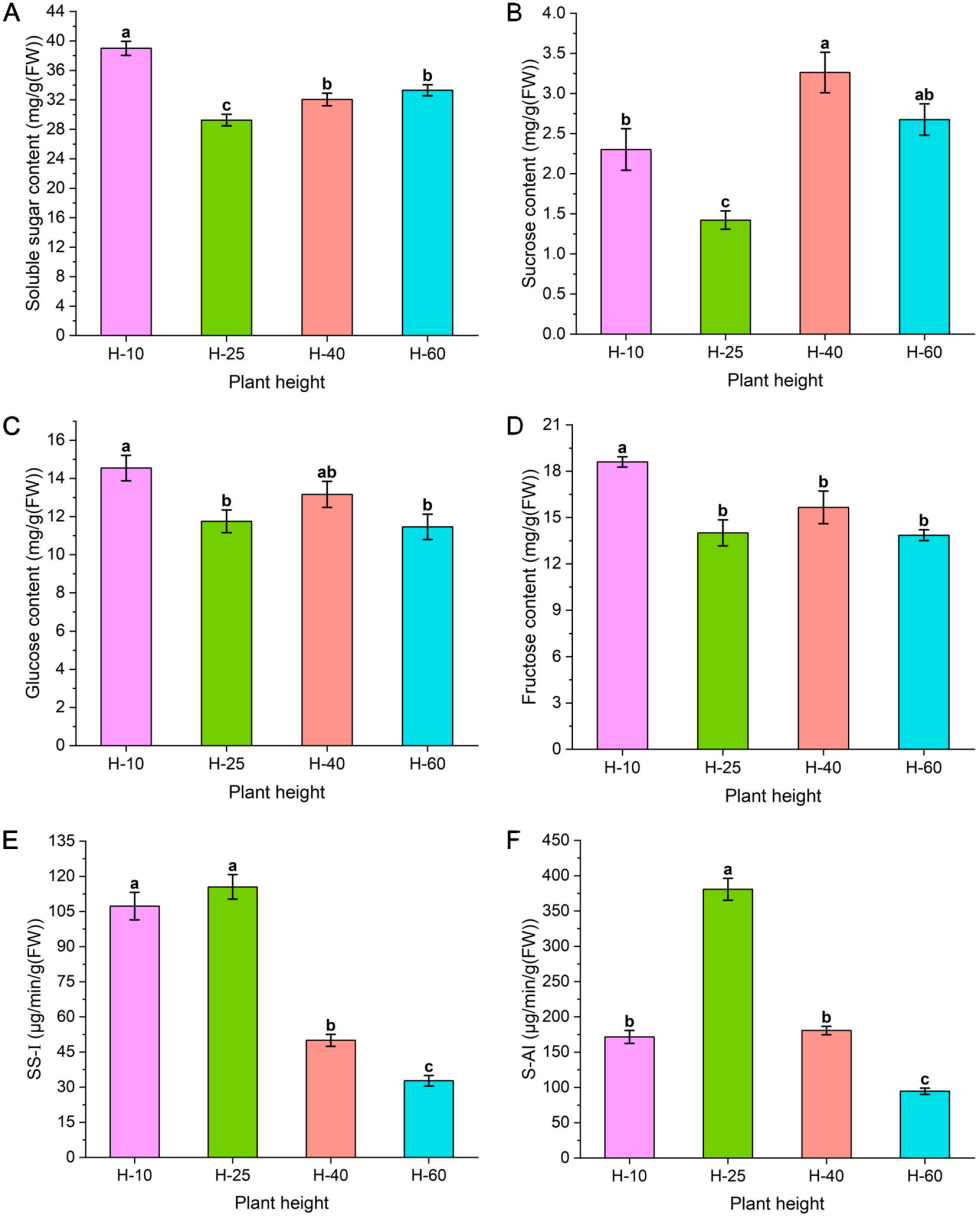
The different soluble sugar (**A**), sucrose (**B**), glucose (**C**), and fructose (**D**) content and SS-I (**E**) and S-AI (**F**) activity in different growth and development stages of asparagus stems

### Transcriptome sequencing and gene expression analyses

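RNA of stem segments of 'Fengdao 2' was sequenced as 12 strand-specific Illumina libraries, 3 for each of the stages H-10, H-25, H-40 and H-60. The stems were 10, 25, 40 and 60 cm high, and the segment lay 3 to 6 cm above the surface at H-10 and 17 to 20 cm above it at the other 3 stages, so that H-10 vs. H-25 also compares 2 positions on the stem. The paper states that transcriptome sequencing was repeated 3 times per stage, and no source used here says how many stems made up each library or ties a replicate number to a shared plant or day. The p-values measure the spread between these 3 libraries per stage. The submitters' processing notes name HISAT2, StringTie, featureCounts and DESeq2 without their options, and the genome build is not given in the sources used here. The deposited values are FPKM for 35166 genes, and the 32237 with a RefSeq gene ID have the same start and end in the RefSeq assembly Aspof.V1, which all coordinates refer to. Every FPKM value times its gene length was a whole multiple (tolerance 0.01) of 1 step per library, which gave back the fragments behind the values. By this count the H-10 libraries held 13704146 to 16980659 fragments (median 14986367), those of H-25 15031412 to 15594852 (median 15495951), those of H-40 13470633 to 15365004 (median 14897676) and those of H-60 13468440 to 14458729 (median 14401185). At this depth 1 fragment in a gene of 1 kb stood for 0.0522 to 0.0795 FPKM. The names of the columns hold a number of the height and a replicate number but not the height in cm, and they were read in the order of the heights. Under this reading the squared correlations between libraries had a Pearson r of 0.99899 with those printed in Fig. 4A over the 66 pairs of libraries, against 0.83 for the best of the other orders of the 4 stages. The order of the replicates within a stage is less certain, since exchanging H-25 replicates 1 and 3 gave an r of 0.99884. The 20352 genes with an FPKM of at least 1 in at least 3 libraries were tested with limma on log2(FPKM + 1), with all 12 libraries in 1 model and a trend in the prior variance. A DEG had a Benjamini-Hochberg adjusted p of at most 0.05 within its comparison and a log2 fold change of at least 1 in size, later stage minus earlier stage, where the added 1 makes the change of genes with low FPKM look smaller than it is. The fold criterion is that of the paper's methods, which pair it with a p-value, while the paper's GO analysis names padj, and the adjusted p was used here. GO and KEGG annotations were not used here, and gene families and pathways are lists of genes fixed by their descriptions.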

RNA-Seq technology was used to study the changes in gene expression during the elongation and growth of asparagus stems. Based on the FPKM values of all genes in each sample, the correlation coefficients of intra-group and inter-group samples were calculated and plotted on a heatmap. The intra-group R² ≥ 0.889 (Fig. 4A). 

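The 12 pairs of libraries within a stage had R² values from 0.921 to 0.983, as squares of Pearson's r over the log2(FPKM + 1) values of all genes. Cytosolic ribosomal protein genes, which encode the protein part of the ribosome, differed within H-25. They took 7.46% and 6.98% of the fragments in H-25 replicates 1 and 3 and 3.63% in H-25 replicate 2, beside 3.49 ± 0.54% at H-10 (SD, n = 3) and 1.36 ± 0.13% at H-40. *PAI1* (LOC109831964), which encodes an enzyme of tryptophan synthesis, had FPKM values of 37.1 and 37.7 in replicates 1 and 3 of this stage and 18.3 in replicate 2. The lowest R² was that of H-25 replicates 1 and 2, and the highest that of H-25 replicates 1 and 3. R² ranged from 0.937 to 0.976 within H-10, from 0.954 to 0.963 within H-40 and from 0.956 to 0.967 within H-60. Without H-25 replicate 2 the lowest value within a stage was that of H-10. Between stages R² was 0.899 to 0.933 for H-10 and H-25, 0.912 to 0.937 for H-40 and H-60, and 0.776 to 0.903 for H-25 and H-40. The ranges for H-10 and H-25 and for H-40 and H-60 thus both overlapped with the range within H-25.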

PCA analysis showed that samples within the group were densely clustered. In contrast, samples between groups were more dispersed (Fig. 4B). 

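The first principal component of the tested genes held 61.5% of the variance and parted the 6 libraries of H-10 and H-25 (scores from -109.1 to -50.5) from the 6 of H-40 and H-60 (48.3 to 101.4). Tubulin genes, which encode the building blocks of microtubules, lay on both sides of this division, with 4 of the 20 tested higher and 5 lower at H-40 than at H-25 (4 and 5 when adjusted over the list alone). A tubulin beta-1 chain gene (LOC109848641) had an FPKM of 201 ± 135 at H-25 (mean ± SD, n = 3) and 1334 ± 418 at H-40, a log2 fold change of 2.88 (standard error 0.41, adjusted p = 2.41e-04). The second component held 9.69% and the next one 8.98%. Measured over all components, the means of H-25 and H-40 were 156.7 apart on the log2(FPKM + 1) scale, those of H-10 and H-25 88.8 and those of H-40 and H-60 88.1. Single libraries lay 37.2 to 48.8 from the mean of their own stage, except H-10 replicate 1 at 61.6 and H-25 replicate 2 at 74.9. On the first component H-25 replicate 2 (-50.5) lay closer to the H-10 libraries (-74.6 to -51.3) than to the other H-25 libraries (-109.1 and -105.7). On the third component (36.1) it lay among the H-40 libraries (30.4 to 50.8), away from those of H-10 (-12.8 to -9.6).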

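The gibberellin-regulated GASA family of small cysteine-rich proteins held genes of both directions, with 4 of 11 tested higher and 5 lower at H-40 than at H-25 (4 and 5 when adjusted over the list alone; median log2 fold change 0; Fisher's exact test, adjusted p = 0.00252). This list did not pass with camera and an estimated correlation (adjusted p = 0.679). Camera asks for a shift of the list in 1 direction, which a list that goes both ways need not show. Fisher's test counts DEGs of both directions, so the 2 tests ask different questions. The gene of gibberellin-regulated protein 6-like (LOC109822577) had FPKM values of 1904 ± 545 at H-10, 2855 ± 425 at H-25, 291 ± 141 at H-40 and 34 ± 11.3 at H-60 (mean ± SD, n = 3 each). It fell between H-25 and H-40 (log2 fold change -3.40, adjusted p = 4.20e-05) and again between H-40 and H-60 (log2 fold change -2.99, adjusted p = 7.09e-04). That of gibberellin-regulated protein 9 (LOC109824490) fell from 629 ± 138 at H-25 to 128 ± 14.2 at H-40 (log2 fold change -2.28, adjusted p = 9.20e-06). The gene of COBRA-like protein 4 (LOC109851253), of a family that takes part in the ordering of cellulose, had 5.83 ± 1.18 and 5.63 ± 6.72 FPKM at H-10 and H-25 and 284 ± 33.7 and 421 ± 136 at H-40 and H-60 (H-25 vs. H-40, log2 fold change 5.90, adjusted p = 1.03e-05). That of fasciclin-like arabinogalactan protein 12 (LOC109850468), a cell surface glycoprotein, had 126 ± 90.3 at H-10 and rose from 79.3 ± 91 at H-25 to 1783 ± 376 at H-40 (log2 fold change 5.09, adjusted p = 2.54e-04). Over the 6002 genes that were DEGs in at least 1 of the 3 comparisons of neighbouring stages, complete linkage on Euclidean distances of row-scaled values first parted the 6 libraries of H-10 and H-25 from the 6 of H-40 and H-60. Cut into 4 clusters, the same tree placed all 12 libraries with their own stage. Its genes were chosen as DEGs between these same stages, which favours such a grouping. Average linkage placed 11 libraries with their own stage, with H-25 replicate 2 among those of H-10. A tree of all 20352 tested genes cut into 4 clusters placed 9, since it put the 6 libraries of H-40 and H-60 in 1 cluster and H-25 replicate 2 in a cluster of its own.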

A cluster analysis was performed on the DEGs in four growth and development stages of asparagus and found that H-10 and H-25 were clustered together, whereas H-40 and H-60 were clustered together, which corresponded to the processes of growth and maturity (Fig. 4C). Three comparison groups were established to explore the differences in gene expression under different treatment conditions. The comparison groups were H-10 vs. H-25, H-25 vs. H-40, and H-40 vs. H-60. The number of DEGs was significantly higher in the H-40 group compared to the H-10 group when H-25 was used as the DEG control group. 

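Between H-10 and H-25, 313 genes were higher and 592 lower at H-25, 905 DEGs in all, whereas between H-25 and H-40, 2421 genes were higher and 2476 lower at H-40, 4897 DEGs in all. Among the largest rises to H-25 were a flavonol synthase/flavanone 3-hydroxylase-like gene (LOC109834252), of a family of enzymes of flavonoid synthesis, from 13.9 ± 11 to 282 ± 23.8 FPKM (mean ± SD, n = 3) (log2 fold change 4.49, adjusted p = 0.00102). Another large rise was that of a gamma-glutamylcyclotransferase 2-2-like gene (LOC109821597), of glutathione breakdown, from 93.7 ± 42 to 769 ± 166 (log2 fold change 3.08, adjusted p = 9.72e-04). A *zingipain-2*-like gene (LOC109842781), which encodes a cysteine protease, fell from 34.9 ± 17.7 to 1.6 ± 0.438 (log2 fold change -3.67, adjusted p = 7.21e-04). From H-25 to H-40, an isoflavone reductase-like gene (LOC109845164) rose from 11.8 ± 7.47 to 1281 ± 437 (log2 fold change 6.82, adjusted p = 3.39e-06). An inorganic pyrophosphatase 1-like gene (LOC109842918) rose from 0.603 ± 0.944 to 160 ± 83.1 (log2 fold change 6.68, adjusted p = 2.59e-06). The gene of the transcription factor basic leucine zipper 61-like (LOC109828816) fell from 29.1 ± 6.37 to 0.189 ± 0.0681 (log2 fold change -4.64, adjusted p = 6.34e-07). That of an aspartyl protease family protein (LOC109841282) fell from 72.9 ± 2.43 to 1.02 ± 0.83 (log2 fold change -5.29, adjusted p = 1.26e-06). The adjusted p alone was passed by 1284 genes in H-10 vs. H-25 and by 8164 in H-25 vs. H-40. The number for H-10 vs. H-25 rested on single libraries, being 325 without H-25 replicate 3, 335 without H-10 replicate 2, 393 without H-25 replicate 1 and 2036 without H-25 replicate 2, and it was 205 with only these 2 stages in the model. With FPKM rescaled to TPM, 15.7% of 1283 DEGs of this comparison were higher at H-25, against 34.6% of the 905, and the median of all tested genes moved to -0.18 on the log2 scale. Heat shock genes, a sign of stress or RNA quality, had medians of -0.64, -0.43 and -0.75 in the H-25 libraries (log2, against the H-10 mean). H-10 replicates 1, 2 and 3 had 0.79, -0.5 and -0.3. Markers of chloroplast-bearing tissue had 0.5, 1.02 and 0.43 at H-25 and -0.13, 0.63 and -0.5 at H-10. How far these bear on the DEGs was not tested.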

The Venn diagram of DEGs (Fig. 4D) demonstrates 4561 DEGs for H-25 vs. H-40 differently from H-10 vs. H-25 and H-40 vs. H-60.

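Of the 4897 DEGs of H-25 vs. H-40, 4103 were DEGs of neither H-10 vs. H-25 nor H-40 vs. H-60, beside 451 and 620 genes called in these 2 comparisons alone. Genes called in H-25 vs. H-40 alone included *3-ketoacyl-CoA synthase 11*-like (LOC109828619), of an enzyme family that makes very long fatty acids for waxes, with 81.4 ± 12.4 FPKM at H-25 and 25.1 ± 7.17 at H-40 (mean ± SD, n = 3) (log2 fold change -1.69, adjusted p = 5.42e-05). The homeobox gene *knotted-1-like 3* (LOC109837832) was also among them, with 5.34 ± 5.29 and 39 ± 3.79 (log2 fold change 2.98, adjusted p = 4.96e-04). A DEG of the first and second comparison was *1-aminocyclopropane-1-carboxylate oxidase 1*-like (LOC109828066), of ethylene synthesis, which rose from 7.05 ± 6.29 at H-10 to 85 ± 29.5 at H-25 (log2 fold change 3.62, adjusted p = 0.00146) and fell to 11.5 ± 4.97 at H-40 (log2 fold change -2.79, adjusted p = 6.82e-04). *PP2C 23* (LOC109833951), a protein phosphatase gene, fell from 14.3 ± 3.45 to 1.35 ± 0.75 (log2 fold change -2.73, adjusted p = 0.00102) and rose to 5.52 ± 2.5 (log2 fold change 1.47, adjusted p = 0.00425). In this overlap 171 genes rose and then fell, 227 fell and then rose, 10 rose in both steps and 12 fell in both, where independent lists would share 38.1, 70.4, 37.2 and 72 genes. Both comparisons use the H-25 libraries, and over all tested genes their log2 differences had a correlation of -0.464, close to the -0.5 of groups simulated without change. In these simulations 0 genes on average were called in both comparisons, against 420 here. Simulations without any change hold no genes that do change. They thus cannot tell how far shared libraries raise the overlap or favour opposite directions among such genes. All 3 comparisons shared 52 DEGs. The number called in H-25 vs. H-40 alone lay between 3494 and 4441 as each library was left out in turn, and a gene passing in 1 comparison and missing another is not shown to change differently between them. H-40 vs. H-60 had 1080 DEGs, 615 higher and 465 lower at H-60, among them a mannan endo-1,4-beta-mannosidase 2-like gene (LOC109840903) of cell wall hydrolysis that rose from 15.6 ± 11.5 to 258 ± 49.4 (log2 fold change 4.18, adjusted p = 1.11e-04). The number of DEGs was 498 without H-60 replicate 2 (251 higher, 247 lower), 618 without H-60 replicate 1 (290 higher, 328 lower) and 677 without H-40 replicate 3 (375 higher, 302 lower). The majority turned to lower DEGs without H-60 replicate 1 or H-60 replicate 3 (387 higher, 404 lower), with the stricter filter (265 higher, 360 lower) and with a pseudocount of 0.1 (441 higher, 531 lower), so which direction prevails in this step is not settled.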

**Fig. 4:**
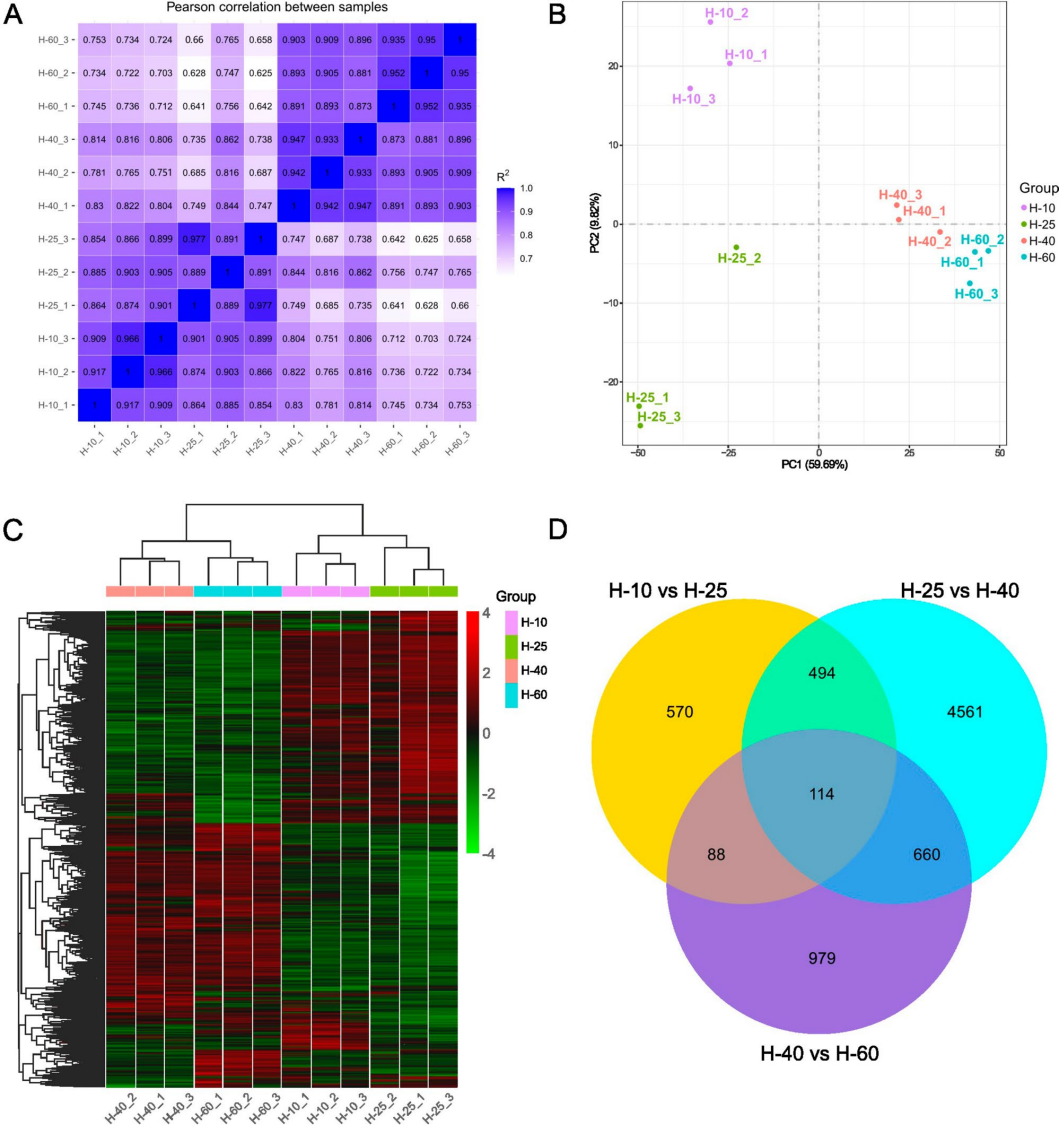
Overview of basic transcriptome information. **A**. Correlation heatmap between samples. **B**. Principal component analysis diagram. **C**. Cluster analysis of differentially expressed genes (the vertical axis stands for relative expression, and the red and green stand for upregulation and downregulation of DEGs, respectively). **D**. Venn diagram of DEGs (comparison of DEGs in H-10 vs. H-25, H-25 vs. H-40, and H-40 vs. H-60)

### Functional annotation analysis of DEGs

GO enrichment classification was performed for the DEGs with padj ≤ 0.05 (Fig. 5). Most DEGs in H-10 vs. H-25 and H-25 vs. H-40 were enriched in BP and MF, with active cell metabolism in the early stages of asparagus growth and development. A greater number of DEGs were enriched in CC in H-40 vs. H-60, and there were significant changes in cellular substances during the later stages of asparagus growth and development. Most DEGs in the three comparison groups were significantly enriched in BP, including “reactions to auxin”, “carbohydrate metabolism processes”, and so on. They were enriched significantly in MF, mostly related to the hydrolysis and transfer of sugar groups. 

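Auxin-responsive genes were among the DEGs of both later comparisons. Of 21 tested *Aux/IAA* genes, which encode repressors of auxin signaling that auxin itself induces, 6 fell and 2 rose from H-40 to H-60 (6 and 2 when adjusted over the list alone). *IAA20*-like (LOC109822248) was at 0.0228 and 0.0262 FPKM at H-10 and H-25, rose to 14.7 ± 3.81 at H-40 (log2 fold change 3.91, adjusted p = 4.39e-06) and fell to 1.1 ± 0.794 at H-60 (log2 fold change -2.96, adjusted p = 1.88e-04), each with n = 3. The *Aux/IAA* gene of auxin-induced protein 22D-like LOC109850706 fell from 80.8 ± 39.5 to 8.62 ± 2.19 in the last step (log2 fold change -2.96, adjusted p = 9e-04). LOC109822661 of the same description fell from 154 ± 28.4 to 21.7 ± 12.6 (log2 fold change -2.89, adjusted p = 5.40e-04). Of 20 tested *SAUR* genes, early auxin-response genes of cell growth, 6 were higher and 4 lower at H-40 than at H-25 (6 and 4 when adjusted over the list alone), and 4 were lower at H-60 than at H-40 (9 lower when adjusted over the list alone). *SAUR68*-like LOC109849565 rose from 16.8 ± 0.906 at H-25 to 59.6 ± 6.73 at H-40 (log2 fold change 1.76, adjusted p = 0.00279) and fell to 11.7 ± 0.655 at H-60 (log2 fold change -2.25, adjusted p = 0.0039). The *Aux/IAA* list held more DEGs of H-40 vs. H-60 than other tested genes with a description (Fisher's exact test, one-sided, adjusted p = 1.86e-04 over 165 tests of 55 lists; camera, adjusted p = 0.529 with an estimated correlation). The *SAUR* list did not pass in any comparison (lowest adjusted p = 0.0786). Among the lists of carbohydrate metabolism, 28 sugar transporter genes, which carry sugars across membranes, passed in H-10 vs. H-25 with 6 lower (7 lower and 1 higher when adjusted over the list alone; adjusted p = 0.0104), and 8 sucrose synthase genes in H-25 vs. H-40 with 6 higher (7 when adjusted over the list alone; adjusted p = 0.0337). These tests count genes as independent: with limma's camera 37 of the 165 passed at its preset correlation between genes, and none did with an estimated correlation (adjusted p = 0.521 with an estimated correlation for the sugar transporter and sucrose synthase lists, the lowest of all; 11 at an unadjusted p). The 6 *SAUR* genes higher at H-40 became 3 without H-25 replicate 1, H-40 replicate 1 or H-40 replicate 3. The 4 lower at H-60 became 2 without H-40 replicate 1, H-40 replicate 3, H-60 replicate 1 or H-60 replicate 2, 7 without H-10 replicate 1 and 8 without H-40 replicate 2. The 6 sugar transporter genes became 1 without H-10 replicate 2 or H-25 replicate 1 and 3 without H-25 replicate 3.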

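Genes of enzymes that split or move sugar groups in the cell wall changed in both directions. Of 96 tested genes of glycosyl hydrolases, here beta-glucosidases, beta-galactosidases, endoglucanases and xylosidases, 30 were higher and 15 lower at H-40 than at H-25 (30 and 15 when adjusted over the list alone; Fisher's exact test, adjusted p = 2.37e-04). The list did not pass with camera and an estimated correlation (adjusted p = 0.647), which asks for a shift in 1 direction. A beta-D-xylosidase 1-like gene (LOC109819692), whose product removes xylose from wall polysaccharides, rose from 10.5 ± 14.2 to 1319 ± 319 FPKM (SD, n = 3) (log2 fold change 7.60, adjusted p = 9.75e-06). A beta-galactosidase gene (LOC109828085) rose from 15.1 ± 17.3 to 1420 ± 182 (log2 fold change 7.11, adjusted p = 1.17e-05). Endoglucanases cut glucan chains, and that of LOC109851506 (endoglucanase 10-like) rose from 161 ± 73.3 to 882 ± 114 (log2 fold change 2.52, adjusted p = 5.15e-05). In contrast, *endoglucanase 6*-like (LOC109828869) fell from 331 ± 77.8 to 58.1 ± 22.3 (log2 fold change -2.54, adjusted p = 9.56e-04) and on to 8.01 ± 6.29 at H-60 (log2 fold change -2.91, adjusted p = 0.00257). A beta-glucosidase 24-like gene (LOC109823676) fell between H-10 and H-25, from 95.6 ± 38.8 to 8.33 ± 6.62 (log2 fold change -3.52, adjusted p = 0.00285). From H-40 to H-60, 5 glycosyl hydrolase genes rose and 10 fell (7 and 11 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.00157; camera, adjusted p = 0.932 with an estimated correlation), and without H-40 replicate 3 the number that rose was 3. Xyloglucan endotransglucosylases (*XTH*) cut and rejoin the xyloglucan chains between cellulose fibrils. Of 23 tested *XTH* genes, 7 were lower at H-25 than at H-10 (8 when adjusted over the list alone; 11 without H-25 replicate 2), 11 were higher at H-40 than at H-25 (11 when adjusted over the list alone) and 6 were lower at H-60 than at H-40 (6 when adjusted over the list alone). The list passed Fisher's exact test in each comparison (adjusted p = 8.3e-04, 0.016 and 0.00159). It passed in none with camera and an estimated correlation (adjusted p = 0.521, 0.647 and 0.628). *XTH32* (LOC109837205) had 39 ± 44.8 FPKM at H-25 and 640.3 ± 178 at H-40 (log2 fold change 4.58, adjusted p = 2.47e-04).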

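Cellulose synthases (*CESA*) build the cellulose of the wall, and 10 of 15 tested *CESA* genes were higher at H-40 than at H-25 (10 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0104). The list did not pass with camera and an estimated correlation (adjusted p = 0.581). Subunits 4 and 7 are known from the thick secondary wall. *CESA7* (LOC109836391) lies on chromosome 4 from 3852514 to 3858746, and its FPKM was 5.28 ± 1.04 at H-10 (mean ± SD, n = 3), 4.67 ± 3.71 at H-25, 422 ± 87.6 at H-40 and 706 ± 212 at H-60 (H-25 vs. H-40, log2 fold change 6.38, standard error 0.37, adjusted p = 7.45e-07). *CESA4* (LOC109847015) rose from 4.16 ± 3.36 at H-25 to 404 ± 89.9 at H-40 (log2 fold change 6.45, adjusted p = 1.76e-06). Expansins loosen the wall during cell expansion, and 8 of 15 tested expansin genes were lower and 2 higher at H-40 than at H-25 (9 and 3 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0104). This list did not pass with camera and an estimated correlation either (adjusted p = 0.539). *Expansin-A4* (LOC109849506) fell from 252 ± 35.9 to 28.8 ± 10.4 between these stages (log2 fold change -3.14, adjusted p = 2.49e-05), and *expansin-A10*-like (LOC109832545) from 225 ± 30.1 to 23.1 ± 17.4 (log2 fold change -3.54, adjusted p = 3.42e-04). For *CESA7* and both expansin genes the libraries of H-10 and H-25 did not overlap with those of H-40 and H-60, as the plot of 6 wall genes shows. Genes that modify pectin, the matrix of young walls, went both ways, with 9 of 43 higher and 7 lower at H-40 than at H-25 (9 and 7 when adjusted over the list alone), and this list did not pass Fisher's exact test (adjusted p = 0.253). A polygalacturonase gene (LOC109829172), whose product cuts pectin chains, fell from 186 ± 67.4 at H-25 to 71.3 ± 18 at H-40 (log2 fold change -1.34, adjusted p = 0.00202) and to 26.7 ± 5.11 at H-60 (log2 fold change -1.37, adjusted p = 0.00958). Of 14 genes of COBRA-like and fasciclin-like wall proteins, 6 were higher and 3 lower at H-40 than at H-25 (6 and 3 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.023). With camera and an estimated correlation, which asks for a shift in 1 direction, they did not pass (adjusted p = 0.815).

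**Figure D1:**
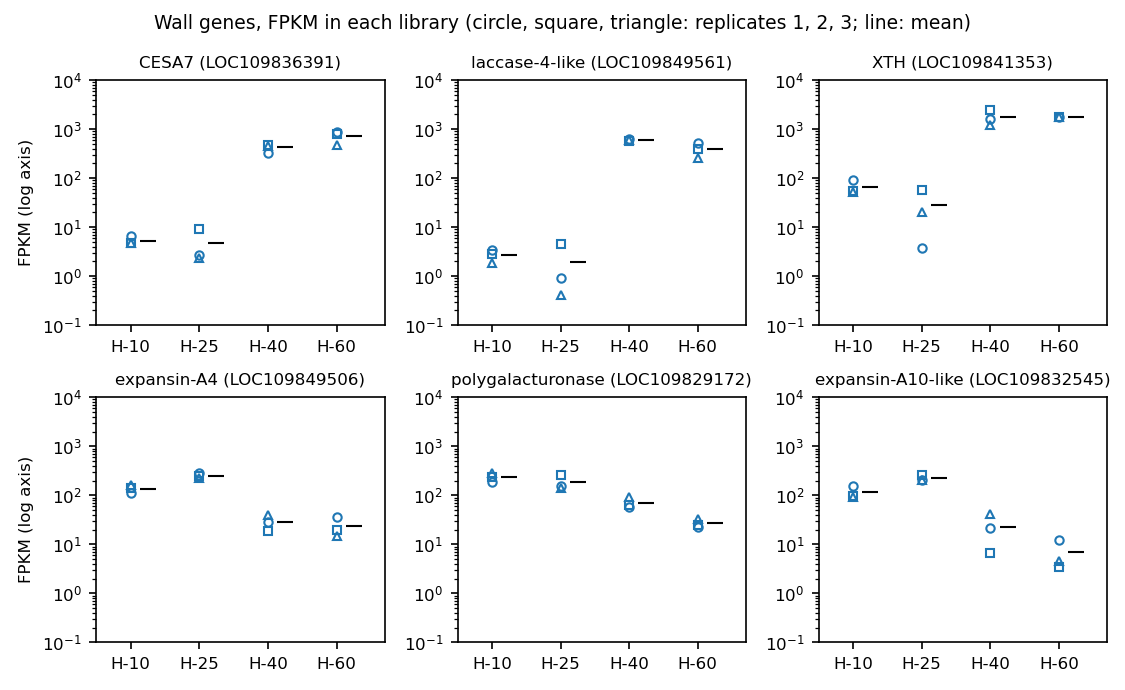
FPKM on a log axis of 6 wall genes in the 3 libraries of each stage, with symbols for the replicates and a line for the mean. *CESA7* lies between 2.31 and 8.95 in the H-25 libraries and between 321 and 482 in the H-40 libraries, and *expansin-A4* between 222 and 292 and between 18.6 and 39.4.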

Certain DEGs for CC were mainly concentrated in the “cell wall”. The DEGs of H-40 vs. H-60 were also enriched in “oxidoreductase complexes,” which could be associated with aging and lignification.

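Lignin is made from monolignols, which laccases and class III peroxidases oxidize in the wall. Of 55 tested genes of monolignol synthesis, 9 were higher and 1 lower at H-60 than at H-40 (10 and 1 when adjusted over the list alone), and the list held more DEGs of this comparison than other genes (Fisher's exact test, adjusted p = 0.00507). It did not pass with camera and an estimated correlation (adjusted p = 0.521). A gene of cytochrome P450 84A1-like (LOC109843294), of the family that hydroxylates ferulate on the way to syringyl lignin, rose from 20.9 ± 16.4 at H-40 to 353 ± 122 at H-60 (SD, n = 3) (log2 fold change 4.20, adjusted p = 0.00233). The number of 9 was 4 without H-40 replicate 3 or H-60 replicate 1 and 5 without H-60 replicate 2, and the gene called lower did not pass without H-40 replicate 3 or H-60 replicate 1. Of 10 laccase genes, 3 were higher at H-60 than at H-40 (3 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0619), and this number was 0 without H-60 replicate 1 or H-60 replicate 2 and 1 without H-60 replicate 3. Of 22 genes of class III peroxidases, 2 were higher and 1 lower at H-60 (2 and 1 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.324), with 1 higher without H-40 replicate 3 or H-60 replicate 1 and with 2 lower without H-60 replicate 1 and 4 lower without H-25 replicate 2. The gene called lower was *peroxidase 50*-like (LOC109821069), at 228 ± 44.1 FPKM at H-40 and 36.7 ± 6.84 at H-60 (log2 fold change -2.60, adjusted p = 1.16e-04). More genes of these lists changed in the step before, from H-25 to H-40, with 8 laccase genes higher (8 when adjusted over the list alone; adjusted p = 0.00682), 22 monolignol genes higher and 2 lower (23 and 2 when adjusted over the list alone; adjusted p = 0.025) and 9 peroxidase genes higher and 3 lower (9 and 3 when adjusted over the list alone; adjusted p = 0.028). None of these 3 lists passed in that step with camera and an estimated correlation (adjusted p = 0.521 for each). The 2 lower monolignol genes became 1 without H-25 replicate 1 or H-25 replicate 3, and the 3 lower peroxidase genes 1 without H-40 replicate 2. A laccase-4-like gene (LOC109849561) on chromosome 7 from 939376 to 942573 had 1.98 ± 2.29 FPKM at H-25, 595 ± 33 at H-40 and 395 ± 137 at H-60 (H-25 vs. H-40, log2 fold change 7.91, adjusted p = 3.48e-07). *4-coumarate--CoA ligase 1*-like (LOC109840460), of the shared first part of the pathway, rose from 16.1 ± 7.48 to 318 ± 119.5 between H-25 and H-40 (log2 fold change 4.25, adjusted p = 4.52e-06). From the enrichment of oxidoreductase complexes among the DEGs of H-40 vs. H-60, the paper proposes a link with aging and lignification.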

**Fig. 5:**
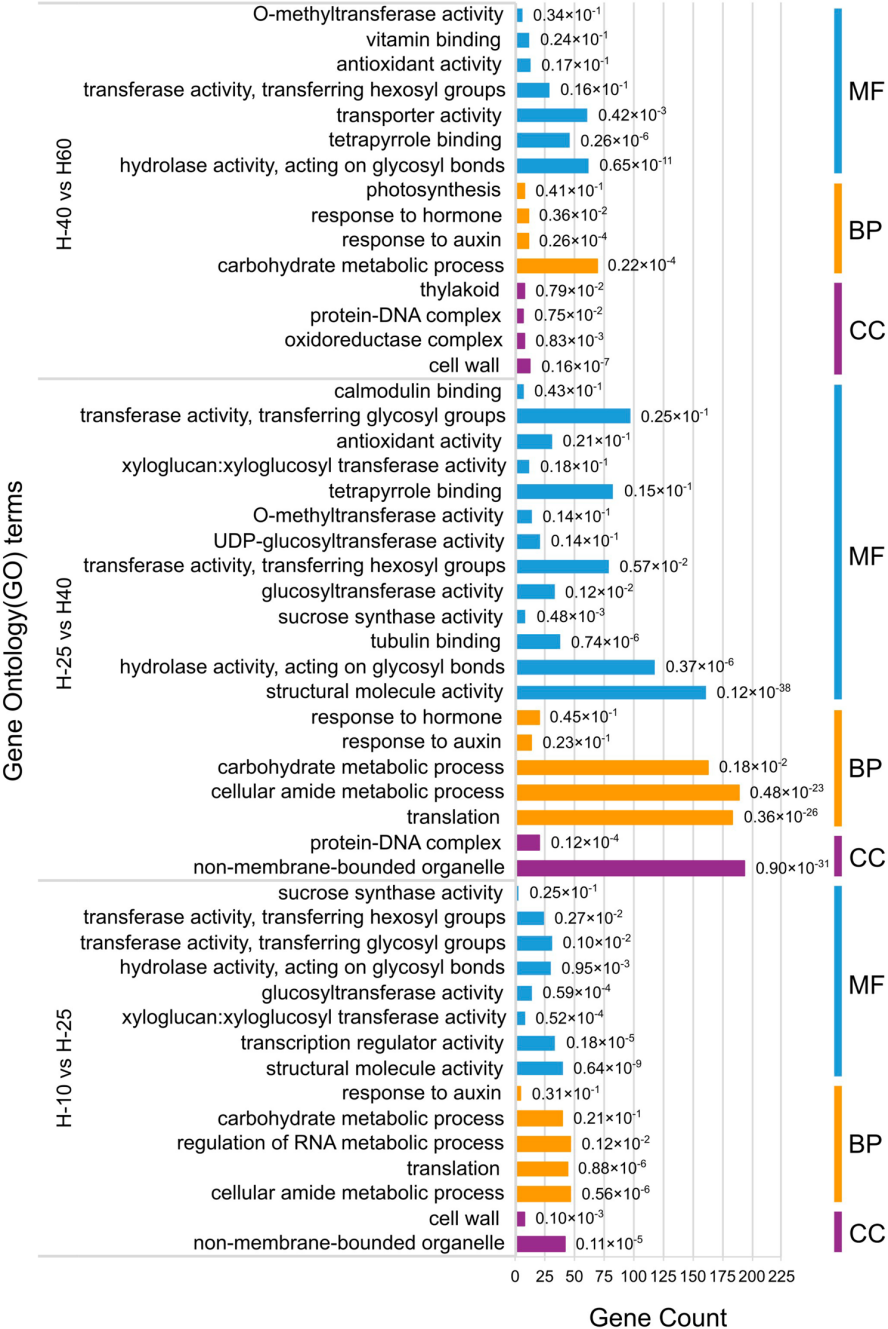
Diagram of GO function annotation and classification in the three comparison groups. The X-axis is gene count, the Y-axis is GO terms, and the padj is on the bar chart

### Transcriptome pathway annotation analysis

The upregulated and downregulated DEGs were enriched in the KEGG database for metabolic function analysis (enrichment parameter corrected padj ≤ 0.05). KEGG pathways related to “hormone” and “starch and sucrose metabolism” were plotted (Fig. 6A). “Tryptophan metabolism” and “phenylalanine, tyrosine, and tryptophan biosynthesis” are related to auxin. “Diterpenoid biosynthesis” and “Carotenoid biosynthesis” are associated with GAs and ABA, respectively. 

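Genes of sucrose breakdown and synthesis were among those that rose between H-25 and H-40. *Sucrose synthase 2* (LOC109845351), whose product splits sucrose reversibly, had 189 ± 122.6 FPKM at H-25 and 2745 ± 778 at H-40 (mean ± SD, n = 3) (log2 fold change 4.00, adjusted p = 3.99e-05). A cell wall invertase gene (beta-fructofuranosidase, insoluble isoenzyme 3-like, LOC109823677), whose product splits sucrose outside the cell, had 73.2 ± 42.2 and 238 ± 35.8 (log2 fold change 1.82, adjusted p = 0.00211). *Sucrose-phosphate synthase 1* (LOC109841155), an enzyme gene of sucrose synthesis, had 34.7 ± 21.5 and 125 ± 22.8 (log2 fold change 1.96, adjusted p = 4.83e-04). A trehalose-phosphate synthase 6-like gene (LOC109844170) had 36.8 ± 21.9 and 112 ± 23.1 (log2 fold change 1.71, adjusted p = 0.00172). In starch metabolism, the gene of the small subunit of glucose-1-phosphate adenylyltransferase (LOC109848547), the first enzyme of starch synthesis, fell from 148 ± 3.55 to 64.2 ± 12.2 (log2 fold change -1.21, adjusted p = 2.52e-04). *Inactive beta-amylase 9* (LOC109847119) rose from 15.1 ± 11.3 to 70.9 ± 23.3 (log2 fold change 2.33, adjusted p = 7.56e-04). At H-40 against H-25, 3 of 10 invertase genes, 6 of 13 trehalose genes and 2 of 5 genes of sucrose-phosphate synthesis were higher, 4 of 18 genes of starch breakdown were higher and 1 lower, and 2 of 13 genes of starch synthesis were lower, each with the same counts when adjusted over the list alone. The lower genes of starch synthesis were 4 without H-25 replicate 2 and 1 without H-40 replicate 2, and those of starch breakdown were 2 without H-25 replicate 2. None of these lists passed Fisher's exact test in any comparison (lowest adjusted p = 0.324). In the other two comparisons at most 2 genes of any of these lists were DEGs, or 3 of the trehalose list without H-25 replicate 2. Among the hormone pathways, the 19 genes of tryptophan synthesis held 3 DEGs of H-25 vs. H-40 (3 when adjusted over the list alone), all lower at H-40, and 1 without H-25 replicate 1 or H-25 replicate 3. The 14 genes of carotene synthesis held 1 lower gene in H-10 vs. H-25, 1 higher in H-25 vs. H-40 and 2 higher in H-40 vs. H-60, each with the same counts when adjusted over the list alone. The 1 lower gene became 0 without H-10 replicate 1, H-10 replicate 2 or H-25 replicate 3. The 1 higher gene became 2 without H-25 replicate 2 or H-40 replicate 2, and the 2 higher genes became 1 without H-40 replicate 2, H-40 replicate 3, H-60 replicate 2 or H-60 replicate 3.

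**Figure D2:**
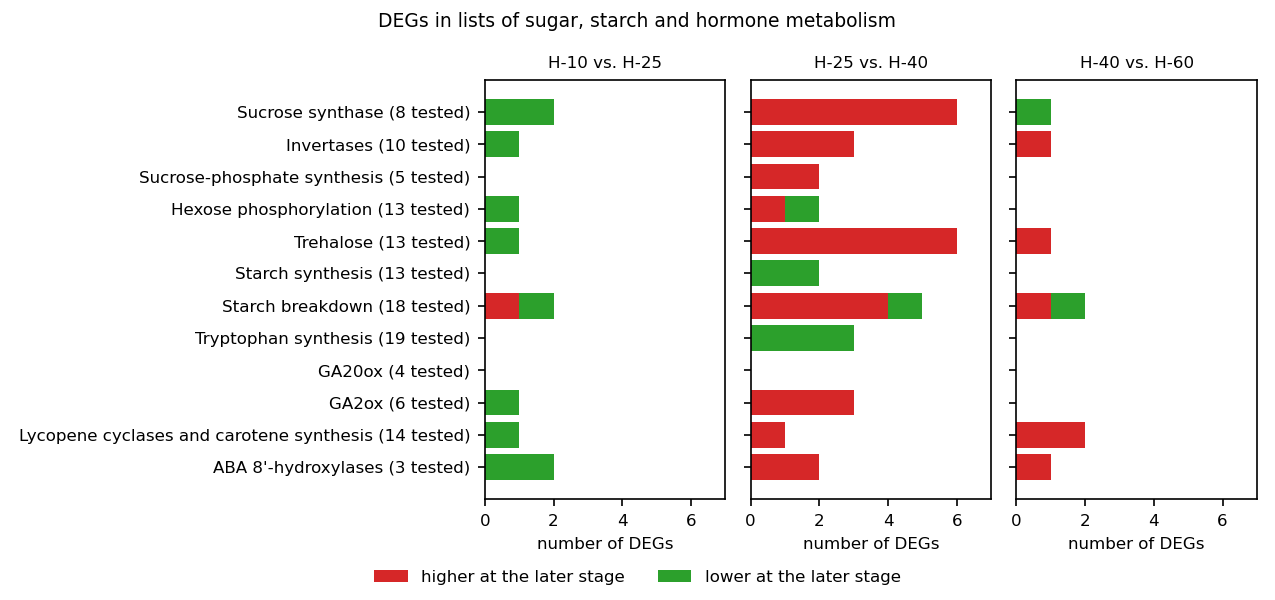
Number of DEGs higher (red) and lower (green) at the later stage in 12 gene lists of sugar, starch and hormone metabolism, with 1 panel for each comparison and the number of tested genes beside each list. The bars of sucrose synthase and trehalose reach 6 in H-25 vs. H-40, with all their DEGs higher at H-40.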

The number of DEGs in H-25 vs. H-40 was more than in H-10 vs H-25 and H-40 vs H-60.

To investigate the genes involved in the elongation of asparagus tender stems caused by auxin, GAs, and ABA, 44 DEGs were selected from the transcriptome, including protein-coding and transcription factor genes (Fig. 6B). The transcription factor genes included *PIF4* and *ABF*. 

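Auxin is made from tryptophan, and the genes named here stand at successive steps from the tryptophan pathway to the oxidation of auxin. *PAI1* (LOC109831964, chromosome 2 from 84509535 to 84526312) encodes phosphoribosylanthranilate isomerase of tryptophan synthesis. Its FPKM was 18.8 ± 0.764 at H-10 (mean ± SD, n = 3), 31.1 ± 11 at H-25, 12.1 ± 1.35 at H-40 and 8.08 ± 1.73 at H-60. It fell from H-25 to H-40 (log2 fold change -1.22, adjusted p = 0.00244) but did not pass between H-10 and H-25 (0.63, adjusted p = 0.16). *TAR2* (LOC109844997, chromosome 6 from 11137994 to 11142826) encodes a tryptophan aminotransferase, which starts auxin synthesis from tryptophan. It had 3.52 ± 1.57, 5.26 ± 0.337, 0.352 ± 0.0357 and 0.538 ± 0.294 FPKM at the 4 stages in order, and fell from H-25 to H-40 (log2 fold change -2.21, adjusted p = 9.51e-05). The tryptophan synthase alpha chain (TRPA1) releases indole from indole-3-glycerol phosphate, and its gene (LOC109833036, chromosome 3 from 12623040 to 12633939) had 123.1 ± 13.5, 152 ± 10.00, 98.9 ± 13.4 and 90.3 ± 6.39 FPKM, with a fall from H-25 to H-40 that passed the adjusted p but not the fold criterion (log2 fold change -0.62, adjusted p = 0.00677). Anthranilate phosphoribosyltransferase (TRPD) acts before PAI1. The files list 6 tested genes of this enzyme without saying which is *TRPD*. LOC109837356 (chromosome 4 from 45321831 to 45325700) had 4.34 ± 4.12, 10.2 ± 5.71, 1.79 ± 0.997 and 1.24 ± 0.129 FPKM and fell from H-25 to H-40 (log2 fold change -1.89, adjusted p = 0.0127), a call that ended without H-25 replicate 1 (adjusted p = 0.0572) or H-25 replicate 3 (adjusted p = 0.0567). LOC109826935 of the same description had 39.8, 44.6, 49.6 and 73.1 FPKM and was called in no comparison of neighbouring stages. DAO oxidizes auxin, and *DAO* (LOC109839668, chromosome 1 from 127581072 to 127583100) had 2.96 ± 0.345, 6.49 ± 3.43, 6.95 ± 3.66 and 24.9 ± 1.82 FPKM and rose from H-40 to H-60 (log2 fold change 1.8, adjusted p = 0.0136), which ended without H-60 replicate 2 (adjusted p = 0.058). A second *DAO*-like gene (LOC109839952) was highest at H-25, with 6 ± 1.71 FPKM against 0.945 ± 0.214 at H-60, and fell from H-25 to H-40 (log2 fold change -2.00, adjusted p = 5.53e-05).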

*TRPD*, *TRPA1*, *TAR2*, and *PAI1* were highly expressed in H-10 and H-25 in auxin synthesis; the auxin degradation gene *DAO* was highly expressed in H-60. 

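Auxin enters cells through carriers of the AUX1/LAX family, and 5 genes of this family were tested. The *AUX1* gene of Table S1 (LOC109823982), described as auxin transporter-like protein 3, is among them. It had its highest mean at H-25 (25.8 ± 1.8 FPKM), and its fall to H-40 passed the adjusted p but not the fold criterion (log2 fold change -0.83, adjusted p = 0.00566). *LAX2*-like (LOC109836865) had 0.821 ± 0.49 FPKM at H-10 (mean ± SD, n = 3), 6.94 ± 4.95 at H-25 and 0.273 ± 0.164 at H-40. It rose between H-10 and H-25 (log2 fold change 1.9, adjusted p = 0.0279) and fell between H-25 and H-40 (log2 fold change -2.39, adjusted p = 0.00131). The first call ended without H-10 replicate 1 (adjusted p = 0.0768), H-10 replicate 2 (adjusted p = 0.0947), H-25 replicate 1 (adjusted p = 0.117) or H-25 replicate 3 (adjusted p = 0.115), and likewise with voom or with only these 2 stages in the model. A *LAX1*-like gene (LOC109850116) had 2.05 ± 0.829, 2.86 ± 0.734 and 0.819 ± 0.383 FPKM at these stages, a fall from H-25 to H-40 (log2 fold change -1.09, adjusted p = 0.00731) that lost its call without H-25 replicate 2 (adjusted p = 0.0197, log2 fold change -0.94) or H-40 replicate 2 (adjusted p = 0.0318, log2 fold change -0.98). Another *LAX1*-like gene (LOC109829760) had 6.78 ± 3.17 FPKM at H-25 and 99.4 ± 36.7 at H-40 and rose (log2 fold change 3.70, adjusted p = 4.80e-06). A *LAX4*-like gene (LOC109851576) rose from 90.5 ± 41 to 214 ± 42.9 (log2 fold change 1.30, adjusted p = 0.00215). *SAUR-1* (LOC109826324, chromosome 10 from 1922927 to 1923607), of the small auxin-up RNA family that acts in cell growth, had 13 ± 7.19, 56.6 ± 12.5, 5.46 ± 2.75 and 2.15 ± 1.28 FPKM at the 4 stages. It rose from H-10 to H-25 (log2 fold change 2.17, adjusted p = 0.013), a call that ended without H-10 replicate 2 (adjusted p = 0.0531), H-25 replicate 1 (adjusted p = 0.062) or H-25 replicate 3 (adjusted p = 0.0569) and with only these 2 stages in the model, and fell from H-25 to H-40 (log2 fold change -3.21, adjusted p = 1.37e-04). *SAUR50*-like (LOC109837067) fell from 102 ± 42.8 at H-25 to 2.04 ± 1.45 at H-40 (log2 fold change -5.11, adjusted p = 5.86e-06). Of the 20 *SAUR* genes tested, 2 were higher at H-25 than at H-10 (5 higher and 1 lower when adjusted over the list alone), and this number was 0 without H-10 replicate 2, H-25 replicate 1 or H-25 replicate 3, 1 without H-60 replicate 2 and 5 without H-10 replicate 1. Auxin response factors (ARF) are transcription factors that bind auxin-responsive promoters. Of 16 *ARF* genes, 2 were higher and 2 lower at H-40 than at H-25 (2 and 2 when adjusted over the list alone). *ARF12*-like (LOC109827783) fell from 56.3 ± 26.6 to 11.3 ± 1.12 FPKM (log2 fold change -2.09, adjusted p = 5.05e-04), *ARF2*-like (LOC109837366) from 36.1 ± 10.4 to 13.7 ± 2.15 (log2 fold change -1.30, adjusted p = 0.00121). *ARF18*-like (LOC109819410) rose from 8 ± 3.35 to 32.4 ± 3.5 (log2 fold change 1.95, adjusted p = 1.15e-04). From H-10 to H-25 the change of *ARF2*-like passed the adjusted p but not the fold criterion (log2 fold change 0.89, adjusted p = 0.0462), which it passed without H-10 replicate 3 (1.052) or H-25 replicate 2 (1.146).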

The increased expression levels of *LAX1*, *LAX2*, and *LAX3* in H-25 facilitated auxin transport, while downstream genes *SAUR* and *ARF* were also highly expressed. GAs and ABA can be synthesized by GGPP. 

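Gibberellin 20-oxidases (GA20ox) make the precursors of active GAs, and GA 2-oxidases (GA2ox) inactivate them. Of 9 *GA20ox* genes in the files, 4 reached the level needed for a test. LOC109849383 had 0.616 ± 0.276, 1.07 ± 0.744, 2.06 ± 0.6 and 3.59 ± 0.174 FPKM at H-10, H-25, H-40 and H-60 (mean ± SD, n = 3 each), LOC109837768 1.24 ± 0.597, 1.4 ± 0.406, 2.47 ± 2.02 and 3.26 ± 1.34, LOC109837967 2.82 ± 0.897, 4.17 ± 0.419, 4.14 ± 0.756 and 2.23 ± 0.659. LOC109848725 had 0.57 ± 0.0413, 0.926 ± 0.336, 1.11 ± 0.208 and 1.35 ± 0.318. None of the 4 was called in a comparison of neighbouring stages by limma, with 0 called at an unadjusted p and 0 with voom. Among the others, 2 genes, chosen after their values were seen, had their highest mean FPKM at H-25, LOC109832164 with 0.32, 0.61 and 0.52 in the 3 libraries and LOC109833508 with 0.38, 0.37 and 0.11. *GA2ox* (LOC109823202, chromosome 1 from 40495642 to 40498512) had 16.8 ± 8.73, 4.36 ± 1.66, 12.2 ± 0.881 and 22.1 ± 5.37 FPKM at the 4 stages. It was lower at H-25 than at H-10 (log2 fold change -1.64, adjusted p = 0.0261) and rose again at H-40 (log2 fold change 1.36, adjusted p = 0.0128). The first call ended without H-10 replicate 1 (adjusted p = 0.0756), H-10 replicate 2 (adjusted p = 0.103), H-25 replicate 1 (adjusted p = 0.066) or H-25 replicate 3 (adjusted p = 0.113) and with only these 2 stages in the model, and the second without H-25 replicate 3 (adjusted p = 0.0601). Of 6 tested *GA2ox* genes, 3 were higher at H-40 than at H-25 (3 when adjusted over the list alone; 1 without H-25 replicate 3). Besides *GA2ox* these were LOC109827520, from 0.105 ± 0.143 to 2.78 ± 0.377 FPKM (log2 fold change 1.78, adjusted p = 0.00132), and LOC109842967, from 3.92 ± 0.951 to 9.12 ± 1.19 (log2 fold change 1.05, adjusted p = 0.00485), the latter falling below the fold criterion without H-25 replicate 3 (adjusted p = 0.0249, log2 fold change 0.93) or H-40 replicate 3 (adjusted p = 0.0207, log2 fold change 0.97).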

*GA20ox* was highly expressed at H-25, thereby promoting the synthesis of GAs, whereas *GA2ox* was poorly expressed. An increase in the expression level of *NCED1* at H-60 was observed, which is beneficial for ABA increase. 

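NCED cleaves carotenoids and limits the rate of ABA synthesis. The 1 gene that RefSeq describes as *NCED1*-like (LOC109826914) was listed at 0 FPKM in all 12 libraries. A gene of zeaxanthin cleavage dioxygenase (LOC109837791, chromosome 4 from 80037543 to 80039669) carries *NCED1* as its second description in the files and was chosen after its values were seen. Its FPKM was 1.49 ± 0.547 at H-10, 2.1 ± 0.365 at H-25, 2.6 ± 0.486 at H-40 and 7.75 ± 3.4 at H-60 (mean ± SD, n = 3). It was higher at H-60 than at H-40, with a log2 fold change of 1.22 (standard error 0.28, adjusted p = 0.0224), and than at H-10 (1.77, adjusted p = 3.65e-04). The call between H-40 and H-60 ended without H-40 replicate 1 (adjusted p = 0.0682), H-40 replicate 3 (adjusted p = 0.0833) or H-60 replicate 1 (adjusted p = 0.0826), and with only these 2 stages in the model (adjusted p = 0.0522). A more abundant gene without a RefSeq ID (chromosome 7 from 140390068 to 140391314), whose second description also names NCED, showed no rise to H-60, with 28.7 ± 20.3, 43.2 ± 5.42, 22.6 ± 15.9 and 16.6 ± 2.71 FPKM at the 4 stages in order. Its change did not pass from H-40 to H-60 (-0.229, adjusted p = 0.832) or from H-10 to H-60 (-0.544, adjusted p = 0.367). The first of these turned to 0.285 without H-40 replicate 3 (adjusted p = 0.815). It was lower at H-60 than at H-25 (log2 fold change -1.33, adjusted p = 0.0321), which ended without H-25 replicate 1 (adjusted p = 0.0916), H-25 replicate 3 (adjusted p = 0.0619), H-60 replicate 2 (adjusted p = 0.0894) or H-60 replicate 3 (adjusted p = 0.0758). Between H-25 and H-40 it did not pass (-1.1, adjusted p = 0.0788), except without H-10 replicate 1 (adjusted p = 0.0336) or H-40 replicate 3 (adjusted p = 0.0138). The untested LOC109836491, with *NCED3* as its second description, had 0.162, 1.12, 0.222 and 0 FPKM. The last 2 genes were also chosen after their values were seen.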

*ABAH1* and *ABAH2* had higher expression levels at H-10, and their encoded products decompose ABA. 

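ABA 8'-hydroxylases (ABAH) start the breakdown of ABA, and 3 of their genes were tested. *ABAH1*-like (LOC109837794, chromosome 4 from 80849872 to 80852071) had 7.15 ± 3.67, 0.964 ± 1.37, 4.35 ± 1.14 and 2.15 ± 0.686 FPKM at H-10, H-25, H-40 and H-60 (mean ± SD, n = 3 each). *ABAH2* (LOC109843769, chromosome 1 from 109812735 to 109816129) had 3.4 ± 1.12, 0.592 ± 0.359, 3.92 ± 1.29 and 39.6 ± 3.71. Both fell from H-10 to H-25, *ABAH1*-like with a log2 fold change of -2.14 (standard error 0.45, adjusted p = 0.0189) and *ABAH2* with a log2 fold change of -1.46 (standard error 0.26, adjusted p = 0.00845). Both rose from H-25 to H-40 (1.64, adjusted p = 0.0133, and 1.62, adjusted p = 5.15e-04). *ABAH2* rose again from H-40 to H-60 (log2 fold change 3.07, adjusted p = 7.54e-05). The fall of *ABAH1*-like ended without H-10 replicate 2 (adjusted p = 0.0846), H-10 replicate 3 (adjusted p = 0.0529), H-25 replicate 1 (adjusted p = 0.0871) or H-25 replicate 3 (adjusted p = 0.0906), and its rise without H-25 replicate 1 (adjusted p = 0.0623) or H-25 replicate 3 (adjusted p = 0.0574). With only H-10 and H-25 in the model neither gene passed in that comparison. These 2 genes of 3 made the list pass Fisher's exact test in H-10 vs. H-25 (adjusted p = 0.0341; 2 lower when adjusted over the list alone). It did not pass with camera and an estimated correlation (adjusted p = 0.521). The third, LOC109845256, had 4.86 ± 2.49, 3.99 ± 0.207, 3.4 ± 0.972 and 1.96 ± 1.69 FPKM and was not called between neighbouring stages.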

The expression level of *PIF4* gradually decreases with stem growth and development in GA signal transduction. 

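*PIF4* (LOC109833058, chromosome 3 from 13077411 to 13088670) encodes a transcription factor that DELLA proteins hold back until GA removes them. Its FPKM was 13.9 ± 1.97 at H-10 (mean ± SD, n = 3), 8.23 ± 0.398 at H-25, 1.82 ± 0.674 at H-40 and 1.11 ± 0.64 at H-60. The fall from H-25 to H-40 passed the test with a log2 fold change of -1.73 (standard error 0.25, adjusted p = 2.42e-04). The steps from H-10 to H-25 (-0.69, adjusted p = 0.122) and from H-40 to H-60 (-0.43, adjusted p = 0.34) did not pass, and H-60 was lower than H-10 (-2.85, adjusted p = 5.09e-06).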

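ABA binds receptors of the PYR/PYL family, which then inhibit phosphatases of the PP2C family and so free the SnRK2 kinases that activate ABF transcription factors. Among 4 receptor genes, *PYL9*-like (LOC109846705) had 39 ± 12.6 FPKM at H-10 (mean ± SD, n = 3), 102 ± 23.9 at H-25, 51.1 ± 9.12 at H-40 and 43.2 ± 7.02 at H-60. It rose from H-10 to H-25 (log2 fold change 1.39, adjusted p = 0.0108), a call that ended without H-25 replicate 1 (adjusted p = 0.0548) or H-25 replicate 3 (adjusted p = 0.0529) and with only these 2 stages in the model. *PYL8*-like (LOC109839038) and LOC109840645 had their highest means at H-60, 46 ± 14.6 and 55.9 ± 8.94, and *PYL4*-like (LOC109846734) at H-10, 2.18 ± 1.65. From H-10 to H-25 LOC109840645 passed the adjusted p but not the fold criterion (log2 fold change 0.78, adjusted p = 0.0272). *PP2C* (LOC109822304, chromosome 8 from 9516208 to 9522363) had 39.2 ± 2.18, 71.1 ± 3.61, 19.1 ± 4.15 and 26.5 ± 10.4 FPKM, did not pass from H-10 to H-25 (log2 fold change 0.84, adjusted p = 0.0548) and fell from H-25 to H-40 (log2 fold change -1.86, adjusted p = 1.11e-04). Of 70 *PP2C* genes, 1 was higher and 7 lower at H-25 than at H-10 (1 and 9 when adjusted over the list alone; 4 lower without H-25 replicate 3). Of the same genes 6 were higher and 3 lower at H-40 than at H-25 (6 and 3 when adjusted over the list alone; 1 lower without H-25 replicate 1, H-25 replicate 3 or H-40 replicate 3). These 70 genes are all tested ones described as protein phosphatase 2C, whether or not they act in ABA signaling. The gene higher at H-25 was *PP2C 47* (LOC109836600), from 41 ± 2.41 to 111 ± 6.8 FPKM (log2 fold change 1.41, adjusted p = 0.00102). *PP2C 60* (LOC109825295) fell from 40.4 ± 8.29 to 12.4 ± 2.01 (log2 fold change -1.62, adjusted p = 0.00215). *SnRK2* (LOC109820020, chromosome 8 from 6510057 to 6513807) had 57.1 ± 10.9, 107 ± 13.5, 24.7 ± 3.6 and 57.3 ± 5.27 FPKM. Its rise from H-10 to H-25 passed the adjusted p but not the fold criterion (log2 fold change 0.90, adjusted p = 0.0128), which it passed without H-10 replicate 1 (1.049) or H-25 replicate 2 (1.009). It fell from H-25 to H-40 (log2 fold change -2.07, adjusted p = 7.64e-06) and rose from H-40 to H-60 (log2 fold change 1.19, adjusted p = 0.00211). Of 10 *SnRK2* genes, 2 were lower at H-40 than at H-25 (2 when adjusted over the list alone), the other being a *SAPK1*-like gene (LOC109825645), from 60.4 ± 30.7 to 11.3 ± 4.7 (log2 fold change -2.24, adjusted p = 0.00183). Among 5 genes of ABF and ABI5 transcription factors, *ABI5-like 2* (LOC109848716) fell from 3.42 ± 0.613 at H-25 to 0.829 ± 0.109 at H-40 (log2 fold change -1.27, adjusted p = 3.30e-04) and LOC109827330 rose from 1.89 ± 0.371 to 6.53 ± 0.731 (log2 fold change 1.39, adjusted p = 3.18e-04). From 1.31 ± 0.0877 FPKM at H-10 to H-25 the change of LOC109848716 passed the adjusted p but not the fold criterion (log2 fold change 0.93, adjusted p = 0.0165), which it passed with pseudocounts of 0.1 and 0.5, with voom and without H-25 replicate 2 (1.039).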

*PYR/PYL*, *PP2C*, *SnRK2*, and *ABF* were also highly expressed in ABA signal transduction at H-25.

**Fig. 6:**
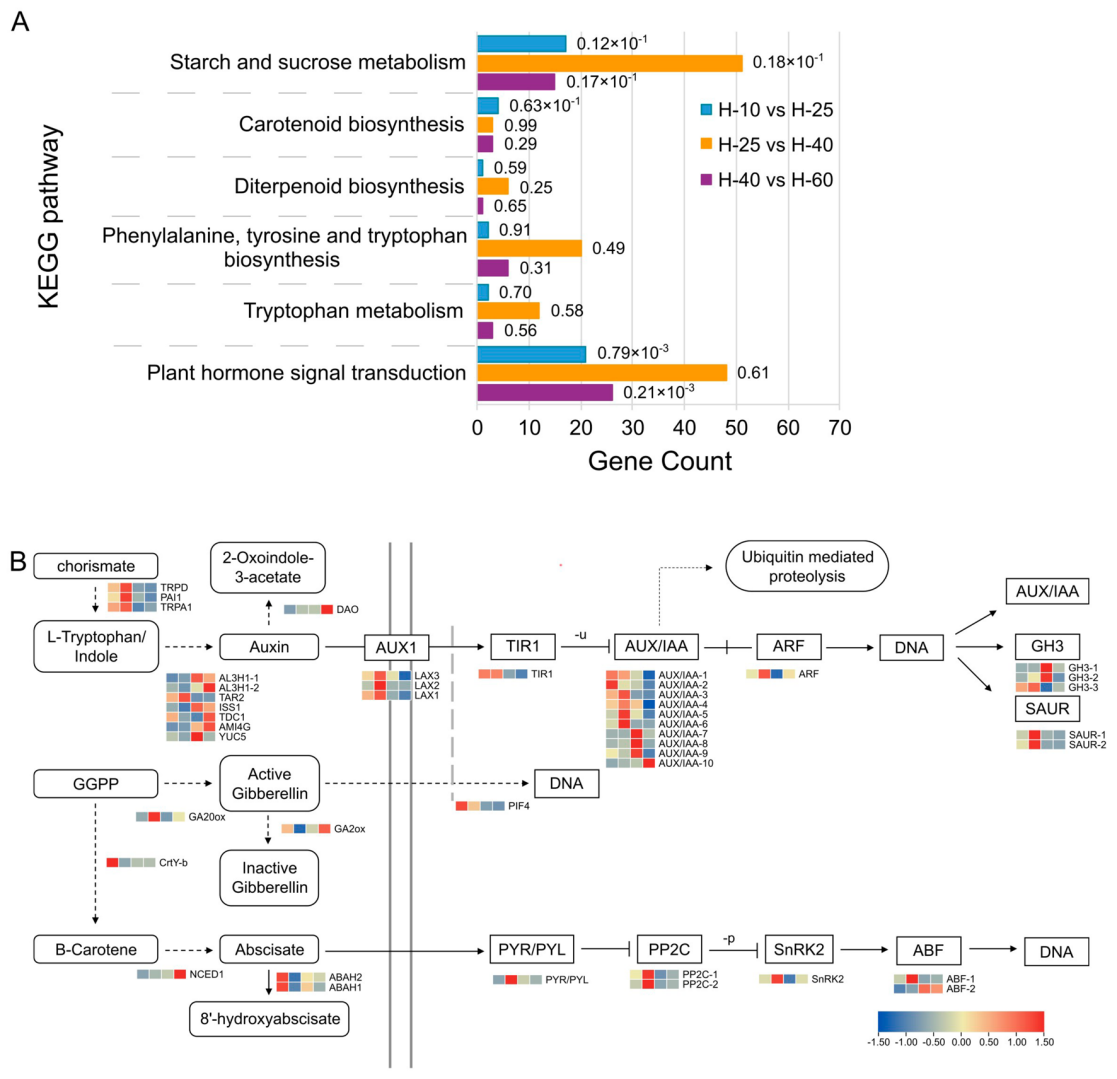
DEGs in KEGG pathway. **A**. Diagram of KEGG pathway in the three comparison groups. Annotation is the same as the GO function annotation diagram. **B**. Schematic diagram of synthesis, metabolism, and action of auxin, GAs, and ABA. Four squares represent H-10/H-25/H-40/H-60 from left to right. The horizontal axis stands for relative expression, and the red and blue stand for upregulation and downregulation of DEGs, respectively

### RT-qPCR analysis

To verify the reliability of gene expression data obtained from transcriptome sequencing, we conducted RT-qPCR validation on nine genes related to auxin, GAs, and ABA pathways (Fig. 7). 

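The genes of Table S1 stand for auxin synthesis (*PAI1* and *TAR2*), auxin breakdown (*DAO*), auxin transport and response (*AUX1* and *SAUR-1*), GA breakdown and response (*GA2ox*, *PIF3* and *PIF4*) and the ABA response (*PP2C* and *SnRK2*), beside the reference gene *UBCE*. *UBCE* (LOC109832941), which encodes a ubiquitin-conjugating enzyme, changed little, with mean FPKM ratios to H-10 of 1.03 ± 0.0798 at H-25, 1.06 ± 0.0337 at H-40 and 0.938 ± 0.0102 at H-60 (SD of the later stage, n = 3). At H-25 the mean FPKM relative to that of H-10 was 4.36 ± 0.964 for *SAUR-1*, 2.19 ± 1.16 for *DAO*, 1.87 ± 0.236 for *SnRK2*, 1.82 ± 0.0922 for *PP2C*, 1.65 ± 0.585 for *PAI1*, 1.55 ± 0.108 for *AUX1*, 1.49 ± 0.0959 for *TAR2* and 1.35 ± 0.286 for *PIF3*. It was below 1 for *PIF4* (0.59 ± 0.0285) and *GA2ox* (0.26 ± 0.0985). At H-60 it was 8.43 ± 0.617 for *DAO*, 1.32 ± 0.319 for *GA2ox* and 1 ± 0.0924 for *SnRK2*, and the other genes lay between 0.0799 ± 0.0459 (*PIF4*) and 0.678 ± 0.264 (*PP2C*). At H-40 the ratios ran from 0.1 ± 0.0102 for *TAR2* to 2.35 ± 1.24 for *DAO*. The FPKM values of these genes were seen before the tests were run.

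**Figure D3:**
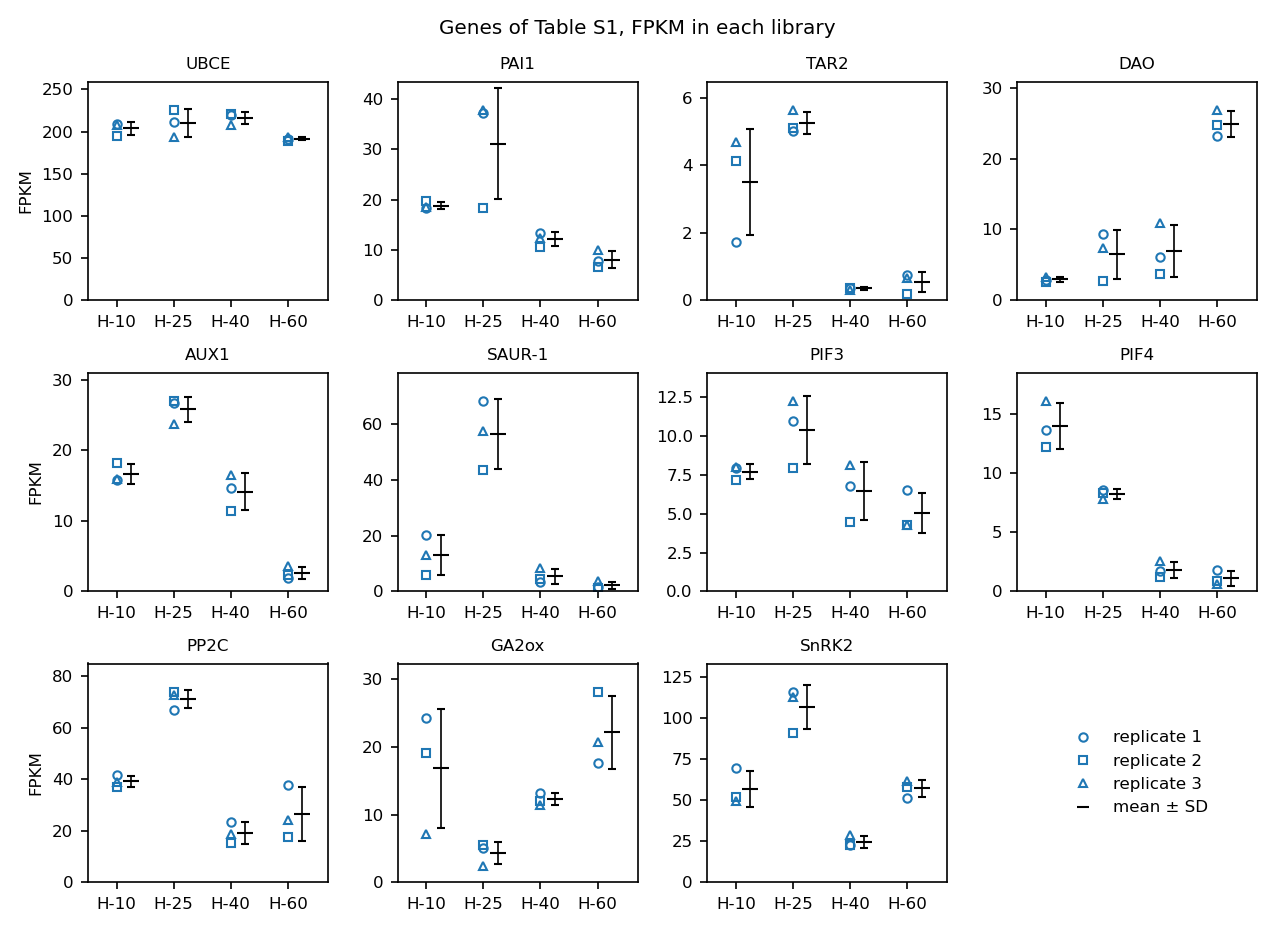
FPKM of the 11 genes of Table S1 in each library (symbols for the 3 replicates) with mean and SD for each stage. *DAO* is highest at H-60, *GA2ox* is lowest at H-25 and *UBCE* stays level.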

The expression trend of DEGs detected by RT-qPCR was consistent with the transcriptome sequencing results. *PAI1* and *TAR2* related to auxin synthesis had high expression levels in the early stage. On the contrary, *DAO*, responsible for degrading auxin, had a high expression level in the later stage. 

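*AUX1* (LOC109823982, chromosome 9 from 26248688 to 26255534) had 16.6 ± 1.38 FPKM at H-10 (mean ± SD, n = 3), 25.8 ± 1.8 at H-25, 14.1 ± 2.57 at H-40 and 2.57 ± 0.848 at H-60. The means of H-10 and H-40 could not be told apart (log2 fold change -0.23, adjusted p = 0.385), and the rise from H-10 to H-25 did not pass (0.60, adjusted p = 0.0914). The fall from H-25 to H-40 passed the adjusted p but not the fold criterion (-0.83, adjusted p = 0.00566), and the fall from H-40 to H-60 passed both (-2.10, standard error 0.20, adjusted p = 1.13e-04).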

The *AUX1* gene encodes an auxin transporter protein in the cell membrane that facilitates the transport of auxin, which is highly expressed at H-10 and H-25. The extensive *AUX1* expression at H-10 and H-25 is beneficial for the transmission. Low expression of *GA2ox* can reduce the loss of active GAs at H-25. 

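Phytochrome-interacting factors (PIF) are transcription factors of growth in stems, and 4 of their genes were tested, 2 of them lower at H-40 than at H-25 (2 when adjusted over the list alone). *PIF3* of Table S1 (LOC109848277, chromosome 7 from 31569470 to 31573413) had 7.7 ± 0.464, 10.4 ± 2.2, 6.44 ± 1.86 and 5.02 ± 1.27 FPKM at H-10, H-25, H-40 and H-60 (mean ± SD, n = 3 each). It was called in no comparison of neighbouring stages, and its fall from H-25 to H-60 passed the adjusted p but not the fold criterion (log2 fold change -0.92, adjusted p = 0.00704). Another *PIF3*-like gene (LOC109831947) was more abundant, with 71.8 ± 4.53, 54.8 ± 16.2, 26.7 ± 8.64 and 19.4 ± 2.97 FPKM, and fell from H-25 to H-40 (log2 fold change -1.01, adjusted p = 0.00874). This fall was below the fold criterion without H-25 replicate 1 (adjusted p = 0.0433, log2 fold change -0.86), H-25 replicate 3 (adjusted p = 0.0397, log2 fold change -0.91) or H-40 replicate 2 (adjusted p = 0.0406, log2 fold change -0.77), and also with TPM or quantile normalization. LOC109843010, a *PIF3*-like gene as well, had 22.6, 12, 14.7 and 10.3 FPKM.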

Early expression of *PIF*, a positive regulatory transcription factor of gibberellin, is beneficial for cell length elongation. The *SnRK2* gene is an important component of the ABA signal transduction pathway. The Pearson correlation coefficient (R) between RNA-Seq and RT-qPCR was greater than 0.95, indicating that the latter is more reliable.

**Fig. 7:**
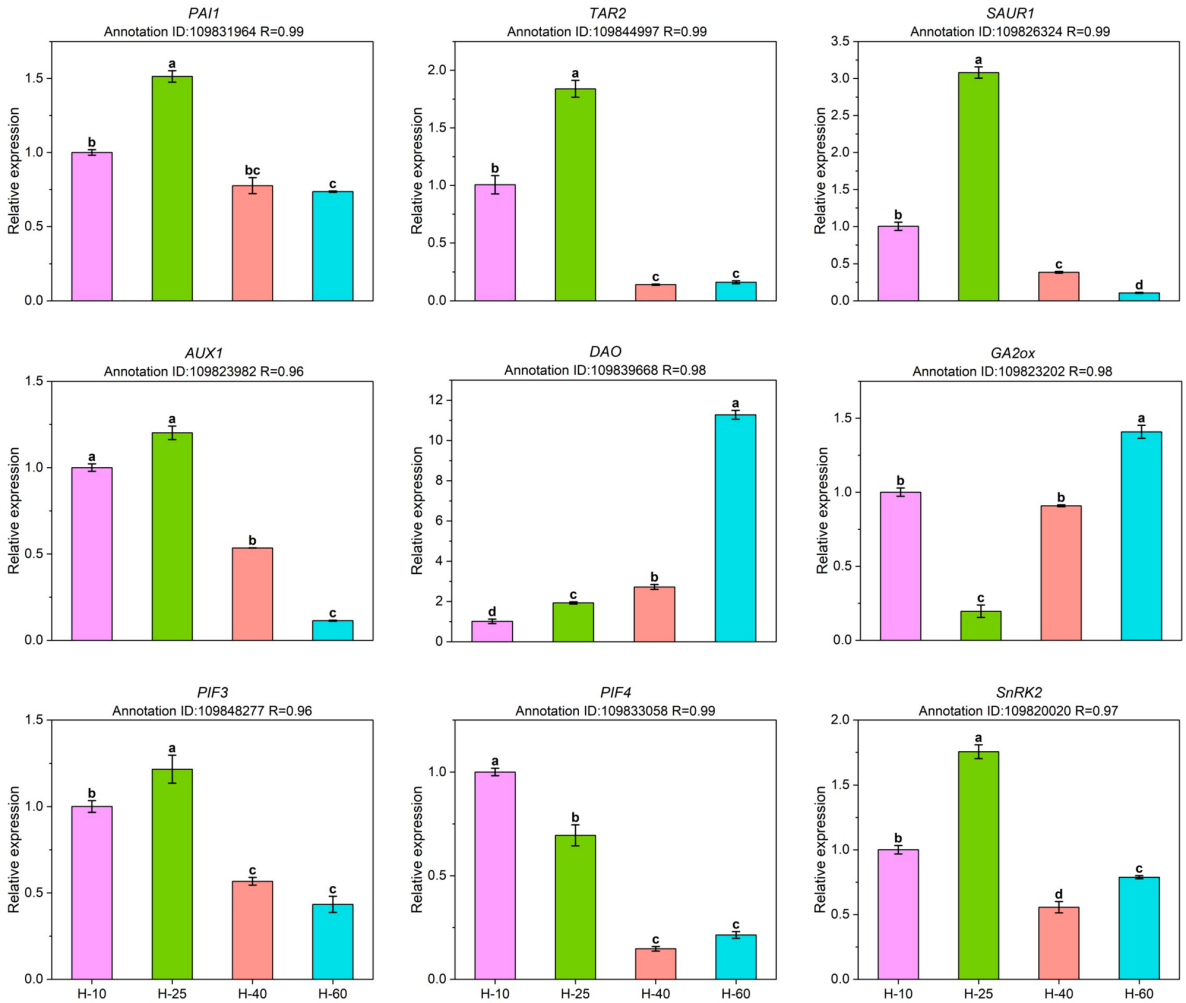
RT-qPCR analysis. The Annotation ID of each DEG is placed at the top of the panel

### Correlation analysis

We normalized cell length, hormones (auxin, GAs, and ABA), carbohydrates, SS-I, S-AI, and some genes for correlation analysis (Fig. 8). The research found that among the three hormones, auxin, and GAs are significantly negatively correlated with ABA but auxin and GAs are significantly positive with each other. Auxin and GAs showed a statistically significant negative correlation with cell length, while ABA demonstrated a statistically significant positive correlation with cell length in terms of hormones and cell length. Auxin had a statistically significant positive correlation with *SAUR1*, *SAUR2*, and *ARF*, whereas it had a statistically significant negative correlation with *DAO* regarding hormones and genes. GAs showed a significant positive correlation with *GA20ox* and *PIF4* while a significant negative correlation with *GA2ox*. ABA was significantly positively correlated with *NCED1*, while it had a significant negative correlation with *ABAH1* and *ABAH2*. Regarding hormones and carbohydrates, auxin and GAs had a significant negative correlation with sucrose, whereas they had a positive correlation with soluble sugars, fructose, and glucose. ABA exhibited a positive correlation with sucrose but had a significant negative correlation with soluble sugar, fructose, and glucose. In terms of hormones, SS-I and S-AI, auxin, and GAs showed a significant positive correlation with SS-I and S-AI, while ABA was significantly negatively correlated with SS-I and positively correlated with S-AI.

**Fig. 8:**
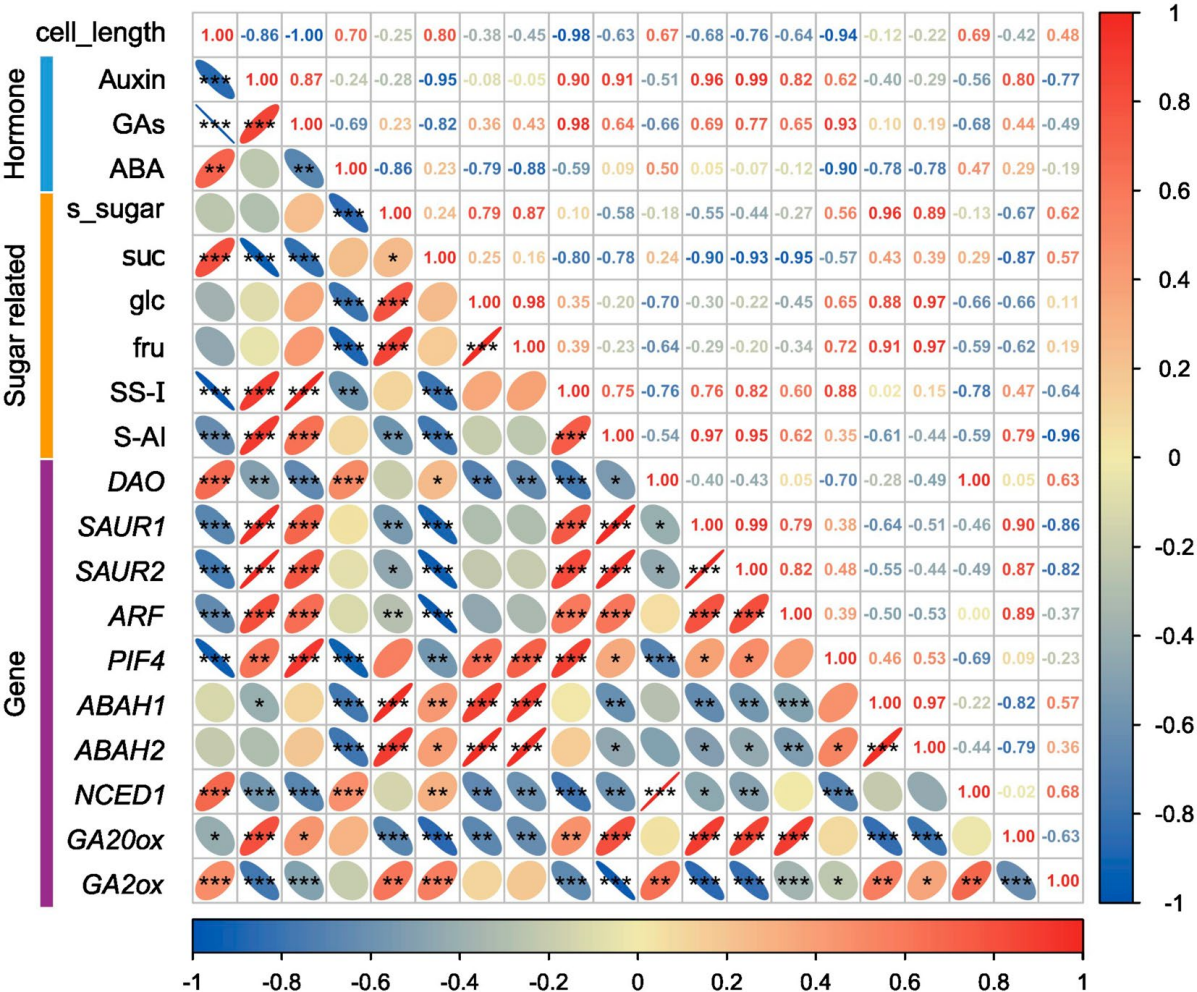
Correlation analysis between multiple parameters. *P < 0.05, **P < 0.01, ***P < 0.001; s_sugar: soluble sugar; suc: sucrose; glc: glucose; fru: fructose

## Discussion

This study found that the growth curve of asparagus shows a “slow-fast” within 150 cm. When the asparagus reaches a height of 25 cm, the lower 2.85 cm stem segment (17.03–19.88 cm) can extend to 9.88 cm, approximately 3.46-fold. We further investigated and summarized the pathways involving cell morphological structure, sugar, and plant hormones in the elongation and growth of asparagus tender stems. The morphological structure of cells mainly focuses on changes in the longitudinal length of cells. Carbohydrates are more inclined to observe glucose, fructose, sucrose, and their related metabolic enzymes. Plant hormones focus on the three widely studied hormones: auxin, GAs, and ABA (Fig. 9). Furthermore, we attempted to elucidate the internal connections between some factors through correlation analysis.

**Fig. 9:**
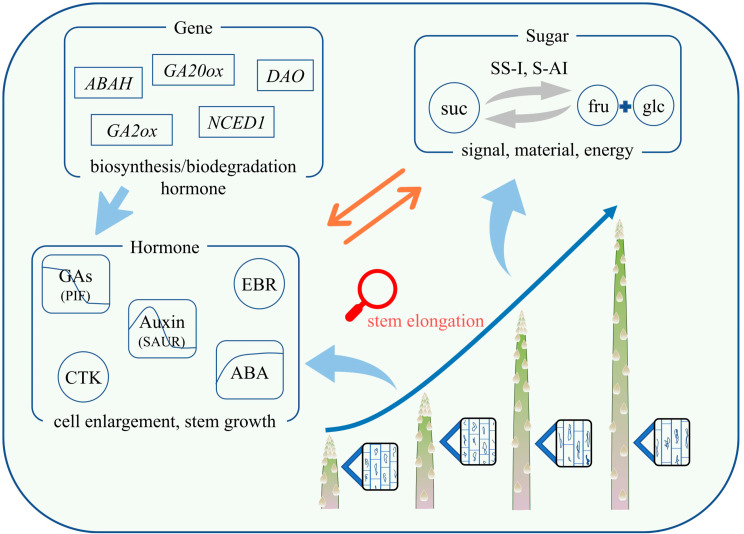
Pattern diagram of the formation process of asparagus tender stems

### Cell morphological structure and sugar regulate the elongation and growth of asparagus tender stem

The elongation and growth process of asparagus tender stems is accompanied by the elongation of active cells, which is similar to the bolting process of Chinese cabbage [23]. Previous studies have found that a decrease in the number and length of cells in the stem is an important cause of dwarfing individuals in barley [24] and elephant grass [25]. At H-25, the 17.03–19.88 cm stem segment was in an active state of elongation and growth. In the sample, the cell length of H-60 is 3.72-fold that of H-25. Stem elongation has been demonstrated to be an external manifestation of cell length extension.

Sugar can serve as both an energy source and a signaling substance in plant growth and development [13]. Both Wei et al. [26] and Wang et al. [27] found that sucrose can increase the elongation rate of bamboo internodes. S-AI may be responsible for decomposing sucrose into glucose and fructose, which raises vacuolar osmotic pressure and induces vacuolar growth and cell division. Highly active S-AI is often associated with the rapid growth of plant young tissues and the rapid expansion of storage organs [28]. Consistent with previous research, this study found that the enzyme activities of S-AI were higher at H-25, indicating that sucrose may be extensively decomposed into hexose for plant utilization. In addition, The reversible decomposition of sucrose by SS-Ι also exhibits high activity in H-25. In the later stage, enzyme activity and sucrose decreased, possibly due to transport to other tissues.

### Auxin, GAs, and ABA regulate the elongation and growth of asparagus tender stems

Auxin controls various aspects of plant growth and development by regulating the basic cellular processes of expansion, division, and differentiation [29]. The synthesis of IAA in Arabidopsis is hindered, resulting in a loss of apical dominance and a decrease in plant height [30]. Hayashi et al. [31] showed that auxin is primarily stored, activated, and inactivated through the GH3-ILR1-DAO enzymatic pathway to maintain homeostasis. This study found that at H-25, the expression of tryptophan/indole synthesis-related genes, *TRPD* and *TRPA1*, was upregulated, while the expression of *DAO* was upregulated at H-60. 

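From H-10 to H-25, the *TRPD*-type gene LOC109837356 had a log2 fold change of 1.16 (standard error 0.52, adjusted p = 0.21) and the *TRPA1*-type gene LOC109833036 a log2 fold change of 0.30 (standard error 0.15, adjusted p = 0.264), and neither passed at the adjusted p with 3 libraries per stage. Both genes belong to the pathway that ends in tryptophan. The change of LOC109837356 passed at an unadjusted p (0.0456), and at the adjusted p without H-25 replicate 2 (1.71, adjusted p = 0.0307). *DAO* (LOC109839668), whose product inactivates auxin by oxidation, was higher at H-60 than at H-25 (log2 fold change 1.92, adjusted p = 0.00119) and than at H-10 (2.71, adjusted p = 1.43e-04). Between H-10 and H-25 it passed only without H-25 replicate 2 (1.24, adjusted p = 0.02).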

The changes in auxin content are consistent with the pattern observed in the expression of related genes. Auxin can promote the transcription of auxin-responsive genes, such as *AUX/IAA*, *GH3*, and *SAUR*, with *SAUR* as the main effector factor of auxin that regulates cell growth [32]. By upregulating the expression level of the *SAUR* gene and inhibiting the activity of PP2C. D phosphatase, cell growth is induced through extracellular acidification, cell wall relaxation, and increased phosphorylated H^+^-ATPases [33, 34]. For the *GH3* gene, Zhao et al. [35] found that *MsGH3.5* overexpression in apple variety ‘Malus sieversii Roem’ leads to the development of dwarf phenotypes. This study found that at H-25, genes such as *LAX1*, *LAX2*, *LAX3*, *ARF*, *SAUR-1*, and *SAUR-2* were highly expressed, which can induce the auxin signal. 

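GH3 enzymes join auxin to amino acids, which takes it out of action. A gene of *GH3.1* (LOC109835146, chromosome 3 from 55029389 to 55035061) had 0.703 ± 0.261, 0.841 ± 0.912, 8.99 ± 1.49 and 1.48 ± 0.665 FPKM at H-10, H-25, H-40 and H-60 (mean ± SD, n = 3 each). It rose from H-25 to H-40 with a log2 fold change of 2.54 (standard error 0.33, adjusted p = 1.21e-04) and fell from H-40 to H-60 (-2.04, adjusted p = 0.00339). The other tested gene of the family, *GH3.4*-like (LOC109850664), had 2.06 ± 0.983, 1.23 ± 1.08, 0.716 ± 0.407 and 0.351 ± 0.325 FPKM and was called in none of the 3 comparisons by limma, nor at an unadjusted p or with voom. A further 7 *GH3* genes lay below the filter, among them LOC109850697 with 0.37, 1.38 and 0.92 FPKM in the libraries of H-40, chosen after its values were seen.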

Consistent with previous research, we found that high expression of the *GH3-1* and *GH3-2* genes at H-40 may promote auxin inactivation, cell growth arrest in the stem.

The active GA content in plants is mainly regulated by *GA20ox* [36] and *GA2ox* [37]. The changes in GAs content are consistent with the pattern observed in the expression of related genes. Xiao et al. [38] found that inhibiting tomato *GA20ox1* or *GA20ox2* resulted in shorter stems, reduced internode elongation, and smaller dark green leaves in transgenic plants. *GA2ox* gene overexpression leads to a dwarfing phenotype in switchgrass (*Panicum virtum* L.) [39]. This study found that *GA20ox* gene expression was upregulated at H-25, while that of the *GA2ox* gene was upregulated at H-60. 

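Across the longer step from H-25 to H-60, *GA2ox* (LOC109823202), which inactivates GAs, rose with a log2 fold change of 2.14 (standard error 0.37, adjusted p = 5.43e-04). Its change from H-40 to H-60 was 0.78 (adjusted p = 0.244). The *GA20ox* gene LOC109849383, of GA synthesis, also rose from H-25 to H-60, with a log2 fold change of 1.21 (standard error 0.27, adjusted p = 0.00306). LOC109837967, the *GA20ox* gene with the highest mean at H-25, went the other way, from 4.17 ± 0.419 to 2.23 ± 0.659 FPKM (mean ± SD, n = 3), which passed the adjusted p but not the fold criterion (log2 fold change -0.69, adjusted p = 0.029).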

Genetic studies have shown that the six *PIF* family members: *PIF1*, *PIF3*, *PIF4*, *PIF5*, *PIF7*, and *PIF8* promote hypocotyl elongation and growth [40]. Similarly, this study found that the *PIF4* gene was highly expressed at H-25, promoting stem elongation and growth.

ABA is primarily synthesized through the carotenoid pathway. Typically, 9-cis-epoxycarotenoid dioxygenase (NCED) is a key rate-limiting enzyme in synthesizing abscisic acid in plants [41]. According to Zhou et al. [42], *IbNCED1* overexpression in sweet potatoes promotes ABA accumulation and inhibits active GA_3_ content and plant height. This study found that *ABAH1* and *ABAH2* genes were highly expressed at H-10, whereas *NCED* genes were poorly expressed, coordinating ABA content. Particularly, genes involved in the ABA signal transduction pathway are generally highly expressed at H-25. It is speculated that during the peak metabolism period of asparagus, ABA may activate sugar metabolism. The correlation analysis revealed that the relationship between hormones is not an isolated event, but rather an extensive network, consistent with the findings of Gu et al. [43] and Sheng et al. [44]. During stem growth and development, the content of auxin is positively correlated with GAs content, while the content of ABA is negatively correlated with the first two.

### Auxin, GAs, and ABA regulate sucrose metabolism

There are transduction pathways in plants that correlate sugar, hormones, and other nutritional signals [45]. McAdam et al. [46] found that the auxin synthesis of the pea *tar2-1* mutant was impaired and inhibited embryonic growth and sucrose distribution, producing shrunken seeds. The research results of Robert and Friml [47] indicated that the main role of auxin in sucrose metabolism is to promote sucrose decompose. Its mechanism of action may be through the activity of ATPase on the cell membrane to regulate cell turgor and long-distance transportation of sucrose, achieving accumulated photosynthetic products in the storage organs and exogenous IAA application sites. Previous studies have demonstrated that GA_3_ can regulate the synthesis of key enzymes and protein carriers that transport sugars during sugar metabolism [48]. Xu et al. [49] reported that GA could reduce the activity of carbohydrate metabolic enzymes, including SS and ADP-glucose pyrophosphorylase (AGPase), and the expression level of its coding genes, achieving an inhibitory effect on sucrose-induced physiological activity [50]. Cole et al. [51] treated the elongating internodes of alfalfa with GA, sucrose rapidly degraded into hexose, constructing a concentration gradient favorable for sucrose input into the reservoir cells. The findings of Du et al. [52] indicated that GA treatment of early grape fruits results in more active sucrose metabolism and utilization in berries. ABA has a synergistic effect with sucrose and enhances the expression of sucrose-induced genes [50]. Additionally, ABA can regulate the expression of sugar-responsive genes through the downstream signaling element ABI4, thereby regulating sugar metabolism processes [53]. This study found that auxin and GAs had a statistically significant negative correlation with sucrose content and a statistically significant positive correlation with SS-I and S-AI. Auxin and GAs may promote sucrose decomposition and fulfil the growth needs of asparagus tender stems, causing elongation. ABA is significantly negatively correlated with SS-I.

## Conclusions

This study found that auxin and GAs positively regulate the elongation and growth of asparagus stems through synthesis and metabolism, whereas ABA has the opposite effect. Sucrose is decomposed and utilized through enzyme interactions such as SS-I and S-AI, providing energy and serving as signaling substances. Further research is demanded on the mechanism of action and mutual regulatory network of different hormones and sugars in the elongation and growth region of asparagus stems.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE252560(https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE252560). To review GEO accession GSE252560: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE252560. Enter token qzypwiiojnsrzmh into the box.

How the deposited data were processed for this re-analysis (not part of the article)

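RNA of stem segments of the asparagus 'Fengdao 2' was sequenced at 4 stages of elongation, H-10, H-25, H-40 and H-60, with 3 libraries per stage and 12 in all. The authors' processing notes name HISAT2, StringTie, featureCounts and DESeq2, without versions or options, and the authors' methods give DESeq2 version 1.20.0. The table that the authors deposited gives FPKM (fragments scaled by gene length and library) for 35166 genes in each of the 12 libraries, beside 4 columns of group means that were not used. No raw fragment counts were used as deposited. The FPKM values times gene length were whole multiples of 1 step per library (tolerance 0.01), so that fragments could be recovered, and their totals ran from 13468440 to 16980659 per library. The authors' FPKM values equal the recovered fragments divided by gene length and by a library total that holds the size factors of DESeq2, so the deposited values already carry a scaling between libraries.

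Of the 35166 genes, 32237 carry a RefSeq gene ID and 2929 do not, 18713 have a description, and 6635 are at 0 in every library. Genes are named by their RefSeq symbol, and coordinates are those of Aspof.V1, in which all 32237 RefSeq genes have the same start and end as in the deposited table. Genes with an FPKM of at least 1 in at least 3 libraries were tested, 20352 in number. Values were transformed as log2(FPKM + 1) and fitted with limma 3.58.1 in R 4.3.3, with 1 mean per stage, all 12 libraries in 1 model and eBayes with a trend. Comparisons are always the later stage minus the earlier stage. A gene was called a DEG at an adjusted p of at most 0.05 (Benjamini-Hochberg over the tested genes of a comparison) and an absolute log2 fold change of at least 1. H-10 vs. H-25, H-25 vs. H-40 and H-40 vs. H-60 were the main comparisons, and the other pairs of stages were taken from the same model. Neighbouring comparisons share the libraries of the stage between them.

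Gene lists were built from words in the gene descriptions, and 55 lists had tested members. Members that matched a word but belong elsewhere were left out by their descriptions before any test. For each list and comparison the number of DEGs was compared with the other tested genes that have a description by a one-sided Fisher's exact test, adjusted over 165 tests. Counts adjusted over the list alone use the same fold criterion. The lists were also tested with limma's camera and fry. Correlations between libraries, principal components and clusters were computed in R. The deposited values were read and the fragments recovered with numpy 2.4.6 and pandas 2.3.3.

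The genes named in the text follow a rule. It takes every gene of Table S1, the 10 largest rises and the 10 largest falls of each main comparison among called genes with a description, a mean FPKM of at least 10 in the higher stage and no overlap between the libraries of both stages, the 4 tested members of each list with the highest mean FPKM, every called member of a hormone family that the paper names, and all members of lists with at most 4 tested. Gene lists, the rule, the thresholds and the alternatives were set before the data were examined, apart from the choices named here. The FPKM values of the Table S1 genes and the correlations between libraries were seen before the tests were run. The fit of limma voom to the recovered fragments was added after the table was read, 1 gene was added to the named genes by its second description (LOC109837791), and the definition of genes that are off in some libraries was chosen after their values were seen. So were a gene without a RefSeq ID (chromosome 7 from 140390068 to 140391314), LOC109836491, LOC109834265, LOC109832164, LOC109833508, LOC109850697 and, among the genes off in some libraries, LOC109827559, LOC109819841 and LOC109820922.

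The alternatives were pseudocounts of 0.1 and 0.5, no filter, a stricter filter (mean FPKM of at least 5), TPM, median-of-ratios rescaling, quantile normalization, an unadjusted p, no fold criterion, only the 2 stages compared in the model, eBayes without a trend or robust, a replicate term, and leaving out each of the 12 libraries in turn. A stage left with 2 libraries was tested with the spread pooled over all stages.

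The pipeline was tested on simulated data with 18748 genes and 200 changed genes between H-10 and H-25. It recovered 15% of the 2-fold and 75% of the 4-fold changes, with 0 in the wrong direction and 3 false calls, and made 0 calls between groups without change. Of the 2-fold changes 28% passed the adjusted p, and the fold criterion lies at 2-fold itself. Noise was drawn for each gene apart, so a shift of a whole library was not simulated. With 3 libraries against 3 there are 10 splits, so no permutation of the labels can give a share under 0.1. The intervals and tests do not separate variation between stems from variation between library preparations, since how many stems entered a library is not stated in the sources used. GO and KEGG terms were left out because no annotation of them came with the files used. Hormone contents, sugars, enzyme activities, cell lengths and RT-qPCR are not in the deposited table and were not measured again. The RT-qPCR ratios were read from Fig. 7 by eye and compared with FPKM ratios, and of the enzyme activities only the direction of SS-I was used.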

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

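The tests of depth, swap and position for H-25 replicate 2, of scaling for the ribosomal genes, and all 3 tests of the genes that are off in some libraries were chosen only after the result was seen. The gene groups below lie outside those the paper discusses.

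Many genes of cell division were lower at H-40 than at H-25, but with camera and an estimated correlation between genes none of their lists passed (adjusted p = 0.521 for each). Of 23 core histone genes 19 were lower and 1 higher (19 and 1 when adjusted over the list alone; Fisher's exact test, adjusted p = 7.37e-08), the higher one being lost without H-25 replicate 1, H-25 replicate 3 or H-40 replicate 1. Of 16 cyclin genes of classes A, B and D 9 were lower and 1 higher (9 and 1 when adjusted over the list alone; adjusted p = 0.0189), with 5 lower under the stricter filter. Of 40 genes of DNA replication 22 were lower (22 when adjusted over the list alone; adjusted p = 0.00157). A histone H3.2-like gene (LOC109838317) had a log2 fold change of -3.98 (adjusted p = 1.01e-04). From H-40 to H-60, 6 histone genes fell (8 when adjusted over the list alone; adjusted p = 0.00912), 2 without H-40 replicate 1 or H-40 replicate 3 and 3 without H-60 replicate 2 or H-60 replicate 3. In the same step 7 genes of DNA replication fell (10 when adjusted over the list alone; adjusted p = 0.0262), 3 without H-40 replicate 3 or H-60 replicate 1 and 2 without H-60 replicate 2. Neither list passed in this step with camera and an estimated correlation (adjusted p = 0.647 for both).

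Of 198 genes of cytosolic ribosomal proteins, 181 were lower and 4 higher at H-40 than at H-25 (181 and 4 when adjusted over the list alone; adjusted p = 1.96e-90), with a list median of -2.21 (log2). With camera and an estimated correlation (0.566) this list did not pass (adjusted p = 0.521). Housekeeping genes (actin, GAPDH and elongation factor 1-alpha) moved the same way, with 6 of 15 lower and 0 higher (6 and 0 when adjusted over the list alone; median -0.64; fry, adjusted p = 2.22e-04; Fisher's exact test, adjusted p = 0.452; camera with an estimated correlation, adjusted p = 0.521), so the fall is not confined to ribosomal genes. A gene of 60S ribosomal protein L10-like (LOC109842657) fell from 1424 to 504 FPKM (adjusted p = 0.00172). Tested genes matched to them in length had a median of -0.107, which speaks against gene length. A factor per library cannot change the share of a list within a library, and the lowest share at H-25 (3.63% of fragments) was 2.4 times the highest at H-40 (1.51%), which speaks against the authors' scaling as the whole cause. A lower share of growing or dividing cells at H-40, as the stage would bring, may underlie the fall and was not tested apart from the stage. From H-10 to H-25, 35 of these genes rose (42 when adjusted over the list alone; adjusted p = 5.93e-11; camera, adjusted p = 0.521 with an estimated correlation), but 129 rose without H-25 replicate 2, 9 without H-10 replicate 1, 3 without H-10 replicate 2 or H-25 replicate 3 and 2 without H-25 replicate 1. With TPM the number was 6, with quantile normalization 3, and with only these 2 stages in the model 0.

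H-25 replicate 2 lay apart from H-25 replicates 1 and 3, with 3.63% of its fragments in ribosomal protein genes against 7.46% and 6.98%. It held 0.967 times the mean fragments of the other two, which speaks against depth. Of the libraries of other stages, 0 were closer to H-25 replicates 1 and 3 than to their own stage, so that no partner for a swap within the series was found. A single wrong label stays open, since values of this library went both ways. Its R² with H-10 replicates 2 and 3 (0.931 and 0.933) was above that with H-25 replicates 1 and 3 (0.921 and 0.923). With H-10 replicate 1 it was 0.919. Its ribosomal share lay near that of H-10 (3.49% ± 0.54, SD, n = 3), and *PAI1* (18.34 FPKM) and *DAO* (2.7) lay within the H-10 range. *PP2C* (73.77 FPKM) and *AUX1* (26.95) lay near H-25 replicates 1 and 3 and above all H-10 libraries. Its score on the third principal component (36.1) lay away from those of H-10 (-12.8 to -9.6) and of H-25 replicates 1 and 3 (-12.9 and -9.9). Heat shock genes had a median 0.358 higher (log2) in this library relative to all genes, between the bounds set for and against stress or RNA quality, which thus cannot be told apart from the other explanations. Over 5536 genes called between H-10 and H-60 its median position between the means of these stages (0 for H-10 and 1 for H-60) was 0.108, against -0.103 and -0.087 for replicates 1 and 3, a difference of at least 0.195. Replicates 1 and 3 lie below H-10 on this scale, so a higher position is not a later one, and H-40 replicate 2 (0.835) also lay apart from H-40 replicates 1 and 3 (0.676 and 0.681). A segment at another point of elongation thus cannot be told apart from the other open explanations.

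In 73 genes the FPKM was under 0.1 in some libraries and above 2 in all others, with at least 1 value above 5. Of these, 18 carry no RefSeq ID. Among the 356 low values 327 were 0. At its mean elsewhere the median gene would have given 97.3 fragments in a library without it, which speaks against depth for such a gene. The rule asks for an FPKM above 2 in the other libraries, so a high number follows in part from the selection. The median does not cover short members such as tRNA genes, for which depth stays open. Only 32.9% of the genes (24) had all 3 libraries of every stage on the same side, and 49 split a stage, so that stage explains part of them at most. The 73 genes followed 44 patterns over the libraries. Of 4 pairs within 100 kb, 3 shared a pattern, against a mean of 0.09 and at most 2 in 10000 shuffles (share 1e-04, the smallest these shuffles can give). Sharing pairs without a RefSeq ID (starts 90625624 and 90631679, and 15053435 and 15056965) followed the stage. Only the pair of LOC109837032 and LOC109837033 split a stage, H-10. The shuffles did not set apart pairs that follow the stage, so their share cannot tell plant differences from stage. Whether the sampled plants differ in which genes or variants they carry stays open, and neighbours may also be parts of 1 transcript. One of the 24 that follow the stage is LOC109827559, at 0 in the 3 H-40 libraries and 11.8 ± 0.476 at H-60 (SD, n = 3). A polyamine oxidase-like gene (LOC109819841, within H-40) and *formin-like protein 14* (LOC109820922, within H-10 and H-25) split stages. All 3 were chosen after their values were seen.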

How the results depend on the processing

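The voom fit and the R² over genes with FPKM above 0.5 were chosen after the values were seen. No named gene called under an alternative or in the main model changed its sign. The balance of H-40 vs. H-60 did turn, from 56.9% of DEGs higher at H-60 to 42.4% with the stricter filter, 45.4% with a pseudocount of 0.1, 46.9% without H-60 replicate 1 and 48.9% without H-60 replicate 3, and that of H-25 vs. H-40 (49.4%) lay near even and reached 56.1% with TPM. Of the settings for named genes, 22265 gave the same result, 415 lost a call and 267 gained one. The first number includes genes called neither in the main model nor in the alternative. These numbers thus do not give the share of calls that were lost. Counts of DEGs higher or lower stayed within 1.5 times in 130 cases and moved beyond it in 26, gene list counts in 3600 and 612, and the 30 RT-qPCR gene ratios moved by less than 1 SD when divided by *UBCE*.

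The number of DEGs of H-10 vs. H-25 (905) was 1631 with an unadjusted p and 205 with only these 2 stages in the model, of which 189 were among the 905. Leaving out single libraries gave 325 (without H-25 replicate 3) to 2036 (without H-25 replicate 2), with 335 without H-10 replicate 2 and 393 without H-25 replicate 1. For H-40 vs. H-60 (1080) the stricter filter gave 625, with fewer genes tested, and the unadjusted p 1643. Leaving out libraries gave 498 (without H-60 replicate 2) to 1276 (without H-25 replicate 2), with 618 without H-60 replicate 1 and 677 without H-40 replicate 3. For H-25 vs. H-40 (4897) only the removal of the fold criterion moved the number beyond 1.5 times, to 8164, and the DEGs of this comparison alone (4103) to 6746. Leaving out libraries gave 3964 to 6143 and 3494 to 4441. With voom the numbers were 958, 5540 and 932, and with a replicate term 1043, 4984 and 1161. Whether the replicate numbers pair the libraries is open. Residuals of the same number had a mean correlation of 0.094 between stages (-0.093 to 0.331, 10 of 18 over 0.1) and those of different numbers -0.047 (4 of 36 over 0.1). All 3 pairs exceeded 0.1 only between H-40 and H-60 (0.105 to 0.123), where the replicate term ended no call of a named gene and gained 2 (LOC109837067, -1.11, adjusted p = 0.0416, and LOC109834668, -1.17, adjusted p = 0.0496).

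The lowest R² within a stage (0.921) was 0.786 without a log, 0.96 as r, 0.888 as the square of Spearman's rho, 0.856 over the tested genes and 0.886 over genes with FPKM above 0.5, and 0.921 to 0.937 as libraries were left out. Of 165 tests of lists 37 passed with camera, 54 with fry, which does not compare a list with other genes, and 28 with Fisher's exact test, while 0 passed with camera and an estimated correlation (11 at an unadjusted p). The causes were not tested, except that a stricter filter and fewer libraries leave less to test. Depth limits genes near the filter, where an FPKM of 1 in a gene of 1 kb rests on few fragments.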

Differences from the paper's values

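The R² over genes with FPKM above 0.5 was chosen only after the result was seen, out of about 17 transformations and filters compared with Fig. 4A. The lowest R² within a stage is 0.889 in the paper (its value) and was 0.921 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (0.907) and the square of Spearman's rho (0.888) lay within 0.02 of the paper's value (the SD of the 12 R² within stages), and FPKM without a log (0.786), r not squared (0.96), the tested genes alone (0.856) and leaving out each library did not. Genes with FPKM above 0.5 gave 0.886, a setting chosen after seeing the values.

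For H-40 vs. H-60 the paper's Venn diagram holds about 1800 DEGs (Fig. 4D, read by eye) and 1080 were found here. The paper's methods name a p-value and its GO analysis padj, each of at most 0.05, and the adjusted p was used here. With an unadjusted p (1643), without the fold criterion (1544) and without H-25 replicate 2 (1276) the number lay within 1.5 times the paper's, and with the other alternatives it did not. For DEGs of H-25 vs. H-40 alone the paper gives 4561 and 4103 were found. The whole comparisons held about 1300 and about 5800 DEGs in the paper (Fig. 4D, read by eye, H-10 vs. H-25 and H-25 vs. H-40) against 905 and 4897, both within 1.5 times. For H-10 vs. H-25 this did not hold under several alternatives, such as only these 2 stages in the model (205) or the stricter filter (684). Under the stricter filter it did not hold for H-25 vs. H-40 (3508) or for the DEGs of that comparison alone (2885) either.

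Of 27 RT-qPCR ratios to H-10 in Fig. 7, another assay, 23 lay within 1.5 times or 1 SD of the FPKM ratios. The other 4 were *PAI1* at H-60, about 0.74 in the paper (Fig. 7, read by eye, with a primer pair that Table S1 also lists for *SAUR-1*) and 0.429 here, *AUX1* at H-40, about 0.53 (Fig. 7, read by eye) and 0.849, *PIF3* at H-60, about 0.43 (Fig. 7, read by eye) and 0.652, and *PIF4* at H-60, about 0.21 (Fig. 7, read by eye) and 0.0799. Dividing by *UBCE* gave 0.456, 0.804, 0.696 and 0.0854, and these differ as well.

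The paper states that *TRPD* and *TRPA1* were upregulated at H-25. The files do not tell which of 6 tested genes is *TRPD*, and 0 of the 6 were called between H-10 and H-25, the lowest adjusted p being 0.21 (LOC109837356, log2 fold change 1.16). The step of *TRPA1* did not pass either (LOC109833036, 0.30, adjusted p = 0.264). At an unadjusted p (0.0456), the paper's stated threshold, or without H-25 replicate 2, LOC109837356 passed. The paper states that *AUX1* was high at H-10 and H-25. H-10 and H-40 had 16.6 and 14.1 FPKM here (LOC109823982, adjusted p = 0.385), while H-60 was lower. It states that *PIF4* was high at H-25 and elsewhere that it fell with growth (LOC109833058). The mean at H-10 (13.9) was above that at H-25 (8.23), a step that did not pass (adjusted p = 0.122). It states that *GA20ox* was high at H-25, and of 4 tested genes none was called between neighbouring stages. LOC109849383 rose from H-25 to H-60 (log2 fold change 1.21, adjusted p = 0.00306). The tested LOC109837967 had its highest mean at H-25 (4.17 FPKM, and 2.23 at H-60), but its mean at H-40 was almost the same. The untested LOC109832164 and LOC109833508 also had their highest means at H-25, at levels below the filter. The paper states that *ABAH1* and *ABAH2* were higher at H-10. LOC109843769, described as *ABAH2*, was higher at H-10 (3.4 FPKM) than at H-25 (0.592), but had 39.6 at H-60. *ABAH1*-like (LOC109837794) had its highest mean at H-10. A gene with *ABAH2* of tomato as its second description (LOC109834265), chosen after its values were seen, also had its highest mean at H-10 (4.53 FPKM). The paper has 2 *GH3* genes high at H-40, which could be matched by description only. Of 2 tested *GH3* genes 1 was (LOC109835146), and the untested LOC109850697, chosen after its values were seen, also had its highest mean there (0.37, 1.38 and 0.92 FPKM). For *PP2C* it states high expression at H-25, and of 70 genes 1 was higher and 7 lower than at H-10 (4 lower without H-25 replicate 3), and 6 rose and 3 fell from H-25 to H-40 (1 fell without H-25 replicate 1, H-25 replicate 3 or H-40 replicate 3). These 70 are all tested genes described as protein phosphatase 2C and were not chosen for a role in ABA signaling. Their counts thus do not test the paper's statement on the ABA pathway. *PP2C* of Table S1 (LOC109822304) had its highest mean at H-25. Of 4 *PYR/PYL* genes 1 was higher at H-25 than at H-10 (0 without H-25 replicate 1 or H-25 replicate 3), LOC109840645 passed without the fold criterion (log2 fold change 0.78, adjusted p = 0.0272), and of the *SnRK2* genes 2 of 10 fell after H-25. The paper has *ABF* high at H-25, and of 5 *ABF* and *ABI5* genes 0 were called between H-10 and H-25, while 1 fell and 1 rose from H-25 to H-40. The one that fell (LOC109848716) had its highest mean at H-25 and passed from H-10 without the fold criterion (0.93, adjusted p = 0.0165), with pseudocounts of 0.1 and 0.5, without H-25 replicate 2 and with voom, which was chosen after seeing the values. The paper's *LAX* and *ARF* genes are high at H-25, and of 5 and 16 tested members 2 and 2 fell and 2 and 2 rose from H-25 to H-40 (1 *LAX* gene fell without H-25 replicate 2 or H-40 replicate 2). The remaining *LAX* gene, *AUX1* (LOC109823982), is described as auxin transporter-like protein 3 and had its highest mean at H-25 (25.8 FPKM). Its fall to H-40 passed the adjusted p but not the fold criterion (log2 fold change -0.83, adjusted p = 0.00566). *LAX2*-like also rose from H-10 to H-25, a call that ended without single libraries. The means of *PAI1*, *TAR2*, *SAUR-1*, *SnRK2*, *GA2ox* and *DAO* went in the directions the paper states. So did those of *GH3-1*, matched by description only, and of *NCED1*, by its second description. Not every step passed. From H-10 to H-25 *PAI1* (adjusted p = 0.16) and *TAR2* (adjusted p = 0.276) did not, and *SnRK2* missed the fold criterion (log2 fold change 0.90). The calls of *SAUR-1* and *GA2ox* in this step ended without single libraries. *GA2ox* did not pass from H-40 (adjusted p = 0.244) or H-10 (adjusted p = 0.295) to H-60. The more abundant gene without a RefSeq ID that names NCED (43.2 FPKM at H-25 and 16.6 at H-60) showed no rise at H-60. Its fall from H-25 to H-60 was a call that ended without single libraries. Its changes from H-40 (-0.229, adjusted p = 0.832) and from H-10 (-0.544, adjusted p = 0.367) to H-60 did not pass.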

Other observations

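No test in this part was chosen only after the result was seen.

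Some water channel genes (aquaporins) fell late. Of 25 tested, 8 were lower at H-60 than at H-40 and 17 were not called (10 lower and 1 higher when adjusted over the list alone; Fisher's exact test, adjusted p = 5.53e-04; 5 without H-60 replicate 2). Marker lists moved by about as much in this step. The median log2 fold change was -0.541 for aquaporins, -0.498 for housekeeping genes (3 of 15 lower, also 3 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.156; camera at its preset correlation, adjusted p = 2.73e-04) and -0.516 for chlorenchyma markers (1 of 20 lower, also 1 when adjusted over the list alone; Fisher's exact test, adjusted p = 1; camera at its preset correlation, adjusted p = 9.04e-04). The 3 became 1 without H-10 replicate 3, H-25 replicate 1 or any 1 of the H-40 and H-60 libraries. The 1 became 0 without H-40 replicate 1, H-40 replicate 3, H-60 replicate 2 or H-60 replicate 3 and 2 without H-10 replicate 2 or H-40 replicate 2. With camera and an estimated correlation between genes neither the aquaporin list nor any other in this part passed (lowest adjusted p = 0.521). In the step before 7 were higher and 1 lower at H-40 than at H-25 (7 and 2 when adjusted over the list alone). The 7 became 4 without H-25 replicate 3 or H-40 replicate 2, and the 1 became 0 without H-25 replicate 2 or H-40 replicate 2 and 2 without H-10 replicate 1, H-10 replicate 3, H-25 replicate 3 or H-40 replicate 1. *TIP2-1* (LOC109822726) had 2294 FPKM at H-40 and 396.6 at H-60 (log2 fold change -2.54, adjusted p = 6.34e-04). Of 43 kinesin genes 15 were lower and 4 higher at H-40 than at H-25 (adjusted p = 0.0413; camera, adjusted p = 0.647 with an estimated correlation), with 8 lower without H-25 replicate 1 and 7 without H-25 replicate 3. A gene of kinesin KIN-14H (LOC109844479) rose in both later steps (1.48, adjusted p = 0.00201, and 2.77, adjusted p = 2.14e-04). Among 11 GASA genes 4 were higher and 5 lower at H-40 than at H-25 (adjusted p = 0.00252; camera, adjusted p = 0.679 with an estimated correlation).

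Genes without a RefSeq ID made up 1619 of the tested genes, and 35 were higher and 59 lower in H-10 vs. H-25, 198 and 141 in H-25 vs. H-40, and 96 and 33 in H-40 vs. H-60. In Table S1 the primer pairs of *PAI1* and *SAUR-1* are identical (CGTTGGTGAGAGCAGAAGAAGG and CTTCGCAAGGAATCGTGAGGC).

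The hypothesis that cell division genes fell between H-25 and H-40 was tested on the union of the cyclin, DNA replication, kinesin and histone lists, and their median log2 difference was -1.077, past the bound of -0.5 set for it. The hypothesis that sucrose synthase transcripts follow the paper's SS-I activity, higher at H-25 than at H-40, was not borne out. The summed FPKM of 10 genes was 1050 ± 719 at H-25 and 4680 ± 1160 at H-40 (SD, n = 3), a ratio of 0.224. Transcript level and enzyme activity are different measures that need not move together. Activity was not measured again, so the summed FPKM does not test the paper's SS-I result. The hypothesis that secondary wall genes and laccases rose between H-40 and H-60 stayed open, since their median of 0.413 fell between the bounds. From H-25 to H-40, 7 of 10 secondary wall genes rose (adjusted p = 0.0298; camera, adjusted p = 0.521 with an estimated correlation).

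With 3 libraries against 3 the splits are too few for a share under 0.05. In each comparison 1 of 10 splits, the real one, gave as many DEGs. The real numbers were 905, 4897 and 1080, and the highest of the other splits 198, 44 and 4. For H-10 vs. H-25 the split with 198 exchanges H-10 replicate 3 and H-25 replicate 2.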
